# DDX5 promotes oncogene C3 and FABP1 expressions and drives intestinal inflammation and tumorigenesis

**DOI:** 10.26508/lsa.202000772

**Published:** 2020-08-18

**Authors:** Nazia Abbasi, Tianyun Long, Yuxin Li, Brian A Yee, Benjamin S Cho, Juan E Hernandez, Evelyn Ma, Parth R Patel, Debashis Sahoo, Ibrahim M Sayed, Nissi Varki, Soumita Das, Pradipta Ghosh, Gene W Yeo, Wendy Jia Men Huang

## Abstract

Tumorigenesis in different segments of the intestinal tract involves tissue-specific oncogenic drivers. In the colon, complement component 3 (C3) activation is a major contributor to inflammation and malignancies. By contrast, tumorigenesis in the small intestine involves fatty acid–binding protein 1 (FABP1). However, little is known of the upstream mechanisms driving their expressions in different segments of the intestinal tract. Here, we report that the RNA-binding protein DDX5 binds to the mRNA transcripts of *C3* and *Fabp1* to augment their expressions posttranscriptionally. Knocking out DDX5 in epithelial cells protected mice from intestinal tumorigenesis and dextran sodium sulfate (DSS)–induced colitis. Identification of DDX5 as a common upstream regulator of tissue-specific oncogenic molecules provides an excellent therapeutic target for intestinal diseases.

## Abstract (precis)

In intestinal epithelial cells (IECs), DDX5 promotes the expression of immune response genes and oncogenes posttranscriptionally and is a novel therapeutic target for treating colitis and intestinal cancers.

## Introduction

Tissue-specific oncogenic molecules drive tumorigenesis in different segments of the intestinal tract. In the colon, complement component C3 protein induces the expression of pro-inflammatory cytokines, such as IL-1β and IL-17 (1, 2, 3). Ablation of C3 genetically protects against colitis and tumorigenesis in mouse models (4, 5, 6, 7). In the small intestine, fatty acid–binding protein 1 (FABP1) is critical for intestinal absorption of dietary long-chain fatty acids (8,9). Ablation of FABP1 genetically protects against tumorigenesis in the small intestine (10).

Regulations of C3 and FABP1 expression at the transcriptional level are described in previous reports. *C3* transcription is controlled by the twist basic helix–loop–helix transcription factor 1 (TWIST1), CCAAT/enhancer-binding protein β (C/EBPβ), nuclear receptors farnesoid X receptor, and peroxisome proliferator-activated receptor α in response to stimulation from pro-inflammatory cytokines, such as TNFα, IFNγ, and IL1β (11, 12, 13, 14, 15, 16, 17). *Fabp1* transcription is controlled by GATA-binding protein 4 (GATA4), C/EBP, peroxisome proliferator-activated receptor α, pancreatic and duodenal homeobox 1 (PDX1), and hypoxia-inducible factor (HIF1α) (18, 19, 20, 21, 22). However, little is known about how C3 and FABP1 expressions are regulated posttranscriptionally in intestinal epithelial cells (IECs).

Posttranscriptional regulation of gene products can be orchestrated, in part, by RNA-binding proteins (23). One member of the DEAD-box containing RNA-binding protein family, DDX5, is abundantly expressed in the intestinal epithelium (24). Mutation and overexpression of DDX5 are found in human cancers, and its overexpression predicts advanced clinical stage and poor survival in colorectal cancer (CRC) patients (25, 26, 27). Knockdown of DDX5 inhibited the proliferation of cancer cells in vitro and the growth of xenografts in immunodeficient hosts (28, 29).

Mechanistically, DDX proteins have two major modes of action. First, they can directly bind to specific RNA substrates, use ATP hydrolysis energy to unwind RNA duplexes, facilitate RNA annealing, and/or organize RNA–protein complex assembly (30, 31, 32, 33). Second, DDXs can partner with transcription factors to modulate gene transcription (24, 30, 34, 35, 36, 37, 38, 39, 40). In human cancer cell lines, DDX5 interacts with β-catenin protein and the long non-coding RNA NEAT1 to promote oncogene expression (41, 42). However, we know little about how the RNA-binding properties of DDX5 contribute to shaping the epithelial RNA regulome during homeostasis and tumorigenesis in vivo.

Here, we revealed that DDX5 binds to *C3* and *Fabp1* mRNA and promotes their expressions in primary IECs from the colon and small intestine, respectively. Loss of DDX5 expression in IECs protects against colonic and small intestine tumorigenesis in vivo. Identification of DDX5 as a common upstream regulator of tissue-specific oncogenic molecules provides an excellent therapeutic target for treating intestinal cancers.

## Results

### DDX5 regulates the epithelial immune response program and contributes to inflammation in the colon

In the IECs isolated from the colon and small intestine of adult wild-type (WT) mice, mRNAs encoding 35 RNA-binding DEAD-box containing proteins (DDXs) were found at various levels (Fig S1A and B and Table S1). 

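RNAseq was performed on IECs, the cells released from the gut wall by EDTA washes, of the colon and the ileum of 2 WT IEC mice (Ddx5+/+ Villin1Cre+) and 2 DDX5 ΔIEC mice (Ddx5 fl/fl Villin1Cre+), which gave 8 libraries. The sample labels give the age of the mice as 8 weeks, and the methods give 6 to 8 weeks. The mouse numbers in Table S1 show that the colon and the ileum library with the same genotype and replicate number came from the same mouse. The authors prepared the libraries from ribosome-depleted RNA, aligned the paired-end reads to mm10 with STAR, counted uniquely mapped reads over the exons of each gene with featureCounts, and deposited the whole-number counts. In the colon, 17385217 and 20393824 reads were counted on genes in WT IEC replicates 1 and 2, and 16883951 and 19437275 in DDX5 ΔIEC replicates 1 and 2. In the ileum, the totals were 22984283 and 14878989 in WT IEC and 11768205 and 11571061 in DDX5 ΔIEC. Library totals here are the reads counted on genes, not the yield of the sequencer. Counts were normalized with edgeR's TMM method and are given as CPM, counts scaled to the total of each library, with the mean ± SD of 2 mice. The 2 genotypes were compared within each tissue with edgeR's quasi-likelihood test, with the replicate number as a block because the mice were sequenced as pairs of cohoused littermates (legends of Figs 1 and 5), and p-values were adjusted by the Benjamini-Hochberg method. A gene was tested when it passed edgeR's filter on low counts with a minimum count of 10. That left 15362 genes in the colon, of which 12557 are protein coding, and 14068 in the ileum, of which 12064 are protein coding. As in the paper, a protein-coding transcript was called changed at a log2 fold change of at least 0.5 in either direction with an unadjusted p-value under 0.05. An exact permutation test of 2 mice against 2 cannot give a two-sided p-value below 0.333, so each p-value rests on the spread that the model shares across genes. One ileum library, DDX5 ΔIEC replicate 2, had 19.5% of its counts (95% Wilson interval 19.47% to 19.51%) on 3 repeat-like genes (Gm10800, Gm10801 and Gm21738), against 0.226% (0.223% to 0.229%) in DDX5 ΔIEC replicate 1. Such intervals cover counting error only and not differences between mice. Of the DDX genes, Table S1 lists 37, and all 37 had at least 1 count in both WT IEC mice in each tissue; 35 had at least 10 counts in both mice in the colon and 34 in the ileum.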

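Ddx5, which the deposited tables list as ENSMUSG00000020719.14, lies on chromosome 11 of GRCm38 from 106780355 to 106789185 on the minus strand. Normalized over all 8 libraries, its RNA in WT IEC colon was 738 ± 45.9 CPM (SD, n = 2 mice). Ddx3x followed with 394 ± 24.1 and Ddx17 with 278 ± 13.8 CPM (SD, n = 2). Within each mouse, a ratio between genes does not depend on how the libraries are scaled. Ddx5 had 1.87 times the counts of Ddx3x in both colon libraries, and 1.37 and 1.30 times in the ileum libraries of WT IEC replicates 1 and 2. Ddx5 took 25.5% (95% Wilson interval 25.2% to 25.9%) and 24.0% (23.7% to 24.3%) of the counts on the 37 DDX genes in the colon of the 2 mice. It also ranked 1 in both tissues when counts were divided by transcript length. Of the 50-base words in Ddx5 transcripts, 14.6% also occur in transcripts of other genes, and only uniquely mapped reads were counted.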

Among these, *Ddx5* was the most abundant transcript (Fig 1A). Western blot analyses confirmed that DDX5 proteins were present throughout the intestinal tract (Fig 1B). In the colon, immunohistochemistry (IHC) and nuclear-cytoplasmic fraction revealed that DDX5 proteins predominantly localized to the nucleus of IECs (Figs 1C and S1C). Therefore, we hypothesize that DDX5 may bind to target colonic IEC RNAs in the nucleus and regulate their expressions posttranscriptionally.

Table S1 RNAseq normalized read counts of transcripts encoding DDXs family in wild-type colonic and ileal intestinal epithelial cells.

**Figure S1.**
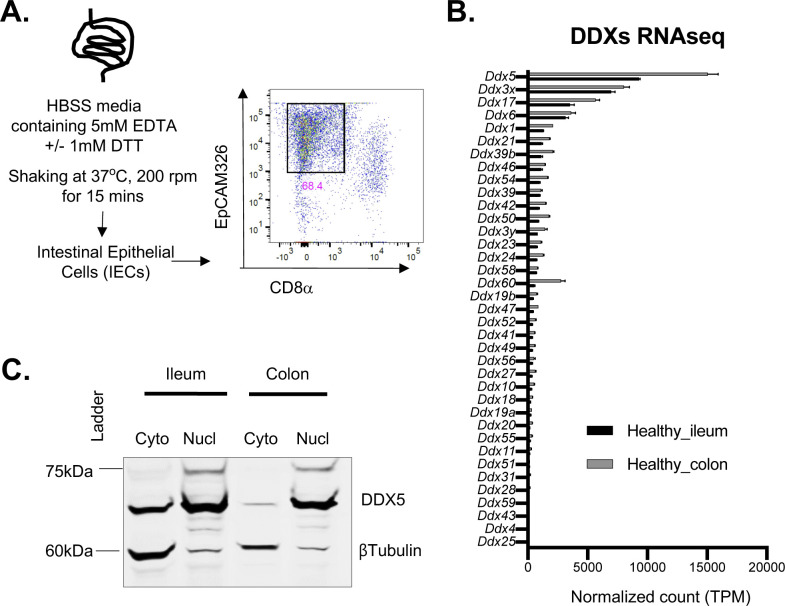
Expression of DDXs in intestinal epithelial cells (IECs). **(A)** Workflow for harvesting IECs from the intestine. Flow analyses confirmed EpCAM (CD326)-expressing IECs were enriched following EDTA fractionation of the small intestine. Gated on live singlet cells. **(B)** RNA expression of DDXs in ileal and colonic IECs. RNAseq was performed on ileal and colonic IECs from two independent WT mice. Data shown are normalized read count means ± SD. **(C)** Representative Western blot of WTIEC lysates showing that DDX5 was present in the nucleus and cytoplasm. Blots were also probed with βTubulin to confirm proper nuclear and cytoplasmic fractionation.

**Figure 1.**
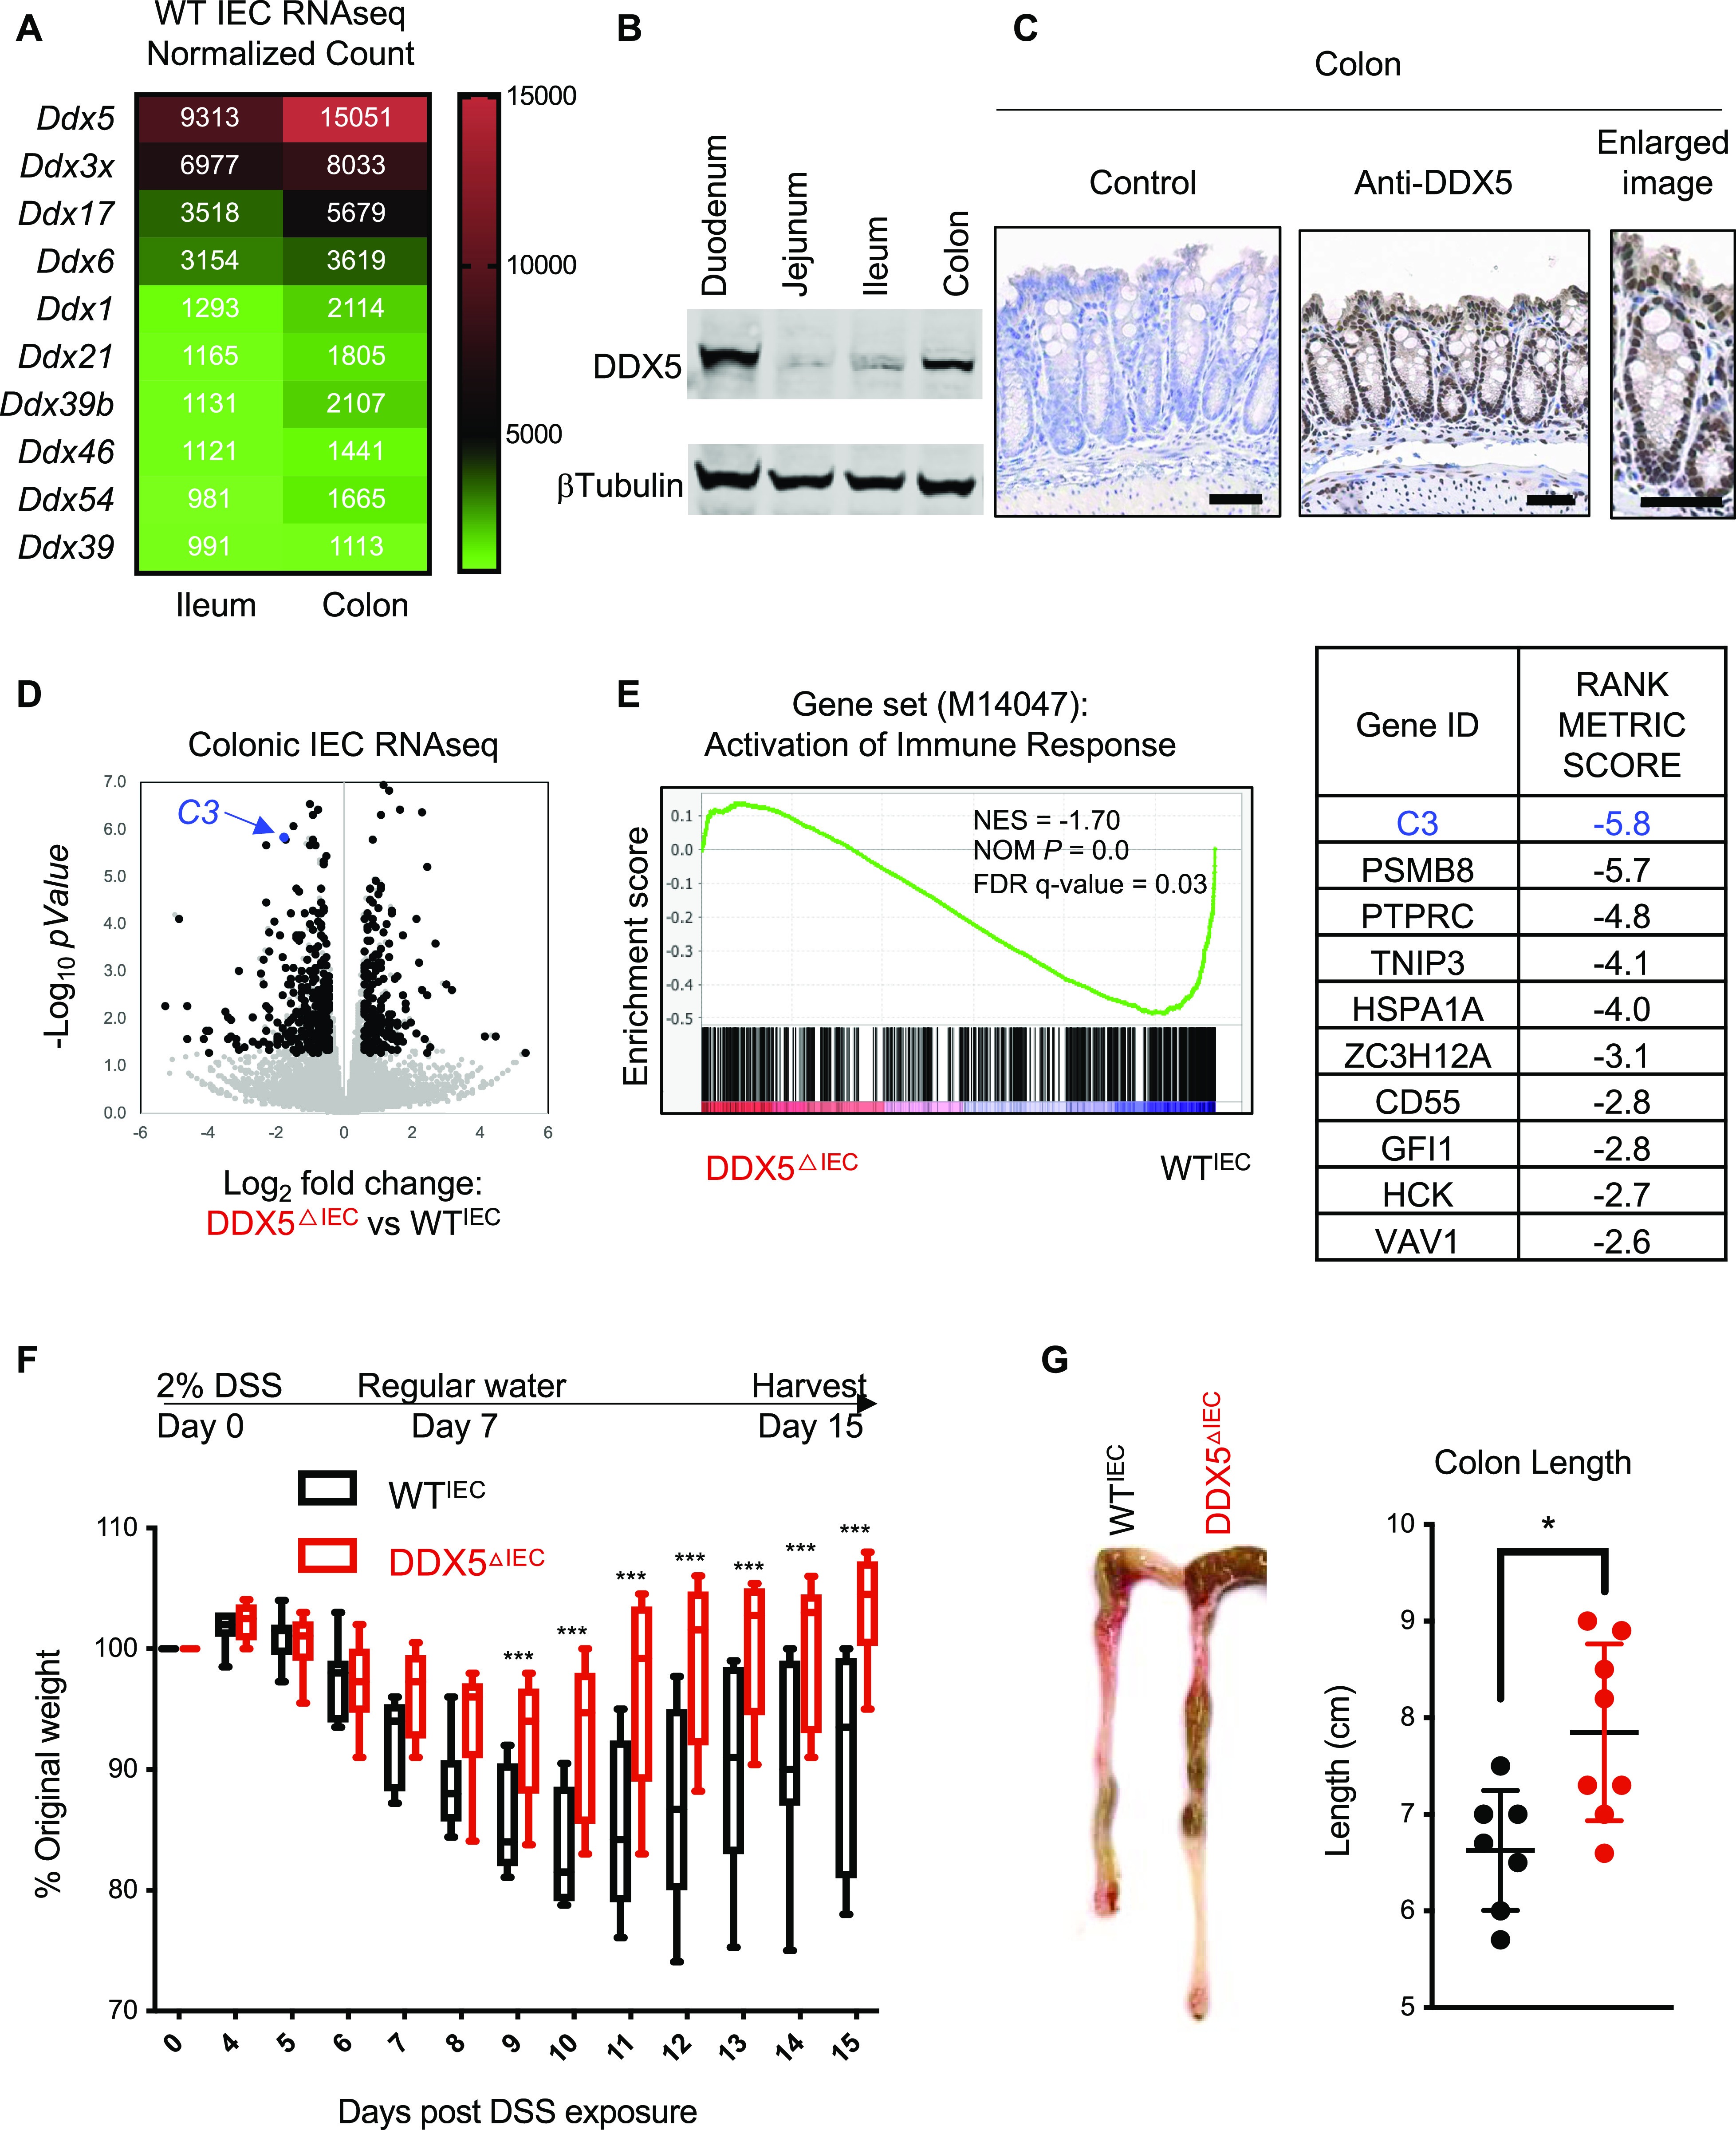
DDX5 regulates colonic epithelial immune response program and contributes to colitis. **(A)** Heat map of average normalized RNAseq read counts of the 10 highest expressed members of the DDX family in the ileum and colon of steady-state WT mice (n = 2). **(B)** Representative Western blots showing DDX5 and β-tubulin protein expression in intestinal epithelial cells (IECs) from different sections of the intestine in WT mice. Experiments were repeated three times using independent biological samples with similar results. **(C)** Representative images from immunohistochemistry analysis of DDX5 in the colon of WT mice. Enlarged image is shown on the right. Scale bar represents 50 μm. **(D)** Scatterplot of log_2_ (fold changes: DDX5^ΔIEC^ over WT^IEC^) and −log_10_(*P*-values) of colonic IEC transcripts. RNAseq was performed on two independent pairs of cohoused DDX5^ΔIEC^ over WT^IEC^ littermates. Black dot: DDX5-dependent transcripts defined as log_2_ (fold changes: DDX5^ΔIEC^ over WT^IEC^) ≥0.5 or ≤−0.5 and *P*-value < 0.05 (DESeq). *C3* is indicated in blue. **(E)** Left: Gene set enrichment analysis of immune response activation (M14047) in DDX5-deficient and DDX5-expressing colonic IECs from steady-state mice. NES, normalized enrichment score; NOM *P*, normalized *P*-value. Right: Ranked top 10 DDX5-regulated genes involved in immune response activation. **(F)** Weight loss of WT^IEC^ (n = 7) and DDX5^ΔIEC^ (n = 9) mice challenged with 2% DSS in their drinking water. This experiment was repeated twice with similar results. Error bars represent SD. ***P < 0.001 (multiple *t* test). **(G)** Colonic length in mice from (F) on day 15 post-DSS challenge. Each dot represents one mouse. Results are means ± SD. *P < 0.05 (*t* test). Source data are available for this figure.

Hence, we generated an epithelial DDX5 knockout mice (DDX5^ΔIEC^) using the Villin1 (*Vil1*)–Cre recombination system (Fig S2A). WT^IEC^ and DDX5^ΔIEC^ littermates were born in Mendelian ratios and had similar growth curves (Fig S2B). IECs isolated from different segments of the intestinal tract confirmed efficient knockout of DDX5 at the RNA and protein levels throughout the small intestine and colon (Fig S2C and D). Comparison of the RNA profile of colonic IECs isolated from steady-state WT^IEC^ and DDX5^ΔIEC^ mice revealed that knocking out DDX5 resulted in a down-regulation of 306 and up-regulation of 174 colonic IEC transcripts (Fig 1D and Table S2). 

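The targeted gene was lower in both DDX5 ΔIEC colon libraries. Ddx5 RNA was 852 and 785 CPM in WT IEC replicates 1 and 2 and 404 and 390 in DDX5 ΔIEC replicates 1 and 2, a log2 fold change of −1.04 (standard error 0.09, adjusted p = 0.0866 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene table counts reads over all exons of a gene and does not separate the deleted exons from the others. At the paper's criterion, 503 protein-coding transcripts were lower and 331 were higher in DDX5 ΔIEC colon. Of the 480 transcripts called in the authors' deposited table, 476 passed the filter on low counts and 450 were among these 834. DESeq2 with the replicate block moved the numbers most among the refits at this criterion, to 295 lower and 168 higher. No transcript of any type had an adjusted p-value under 0.05 in the colon (0 of 15362 by edgeR's quasi-likelihood test), while 1836 had an unadjusted p-value under 0.05. This number depends on the fit: 17 had an adjusted p-value under 0.05 with crossed pairs, 29 with all 8 libraries in one fit and 112 with DESeq2 and the replicate block, and the authors' deposited table lists 120. With edgeR and the block, the smallest adjusted p-value, 0.0650, was shared by 7 genes, among them H2-Ab1, H2-Aa and S100g.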

DDX5-dependent RNA programs of the colonic IECs were enriched with genes involved in immune response activation (Fig 1E and Table S3).

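Genes in the colon were ranked as in the paper, by −log10 of the p-value with the sign of the log2 fold change, and the immune response activation set was taken from the source data of Fig 1E, which lists 510 genes. Of these, 401 were tested. The normalized enrichment score was −1.63 (two-sided gene permutation p = 1.84e-06 from fgsea), and across the refits it lay between −1.90 without a filter on low counts and −1.50 with DESeq2 and the replicate block. Gene permutation treats genes as independent. On the counts, the competitive test camera, which allows for correlation between genes, placed the set lower with an unadjusted p-value under 0.05, and the self-contained test fry, which draws its error from the mice, did not. At the paper's criterion, 39 genes of the set were lower and 7 were higher; of all 401, 226 had a negative log2 fold change, and the median was −0.03. The genes lower in the set included members of MHC class II antigen presentation. Cd74 fell from 90.5 ± 5.33 to 11.8 ± 6.21 CPM (SD, n = 2 mice per genotype), a log2 fold change of −3.01 (standard error 0.26, adjusted p = 0.0866 from edgeR's quasi-likelihood test). H2-Ab1 had a log2 fold change of −2.27 (standard error 0.12) and H2-Eb1 of −2.41 (standard error 0.22, adjusted p = 0.0983 from the same test). In both genes each DDX5 ΔIEC mouse lay below both WT IEC mice. Ptprc, which encodes the leukocyte antigen CD45, had a log2 fold change of −1.43 (standard error 0.30, adjusted p = 0.269 from the same test).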

Table S2 RNAseq normalized read counts of DDX5-dependent genes in the colonic intestinal epithelial cells (IECs).

Table S3 Gene Ontology pathway analysis of DDX5-dependent genes in the colon and ileum.

**Figure S2.**
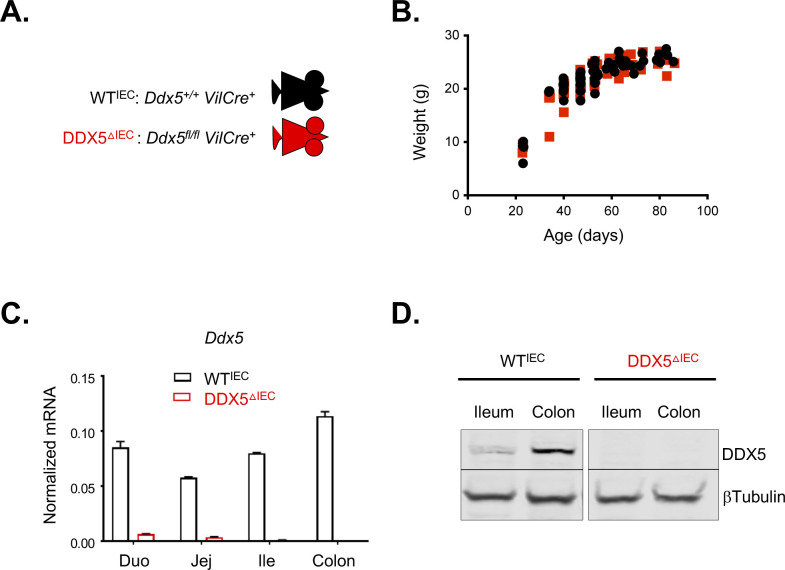
Generation of the pan-epithelial DDX5-knockout mouse line. **(A)** Genotypes of WT^IEC^ and DDX5^ΔIEC^ littermates. **(B)** Growth curves of WT^IEC^ and DDX5^ΔIEC^ littermates. **(C)** Representative *Ddx5* expression, as detected by qRT-PCR, in intestinal epithelial cells (IECs) from WT^IEC^ and DDX5^ΔIEC^ littermates showing effective depletion of the target mRNA in cells from DDX5^ΔIEC^ animals. Data shown are means ± SD of two technical repeats. Experiments were repeated three times using independent biological samples with similar results. **(D)** Representative Western blots showing the depletion of DDX5 protein in IECs from DDX5^ΔIEC^ mice. Experiments were repeated three times using independent biological samples with similar results.

Therefore, we hypothesized that DDX5^ΔIEC^ mice with reduced immune activation in the colon may be protected against intestinal inflammation during colitis. To test this possibility, we challenged WT and DDX5^ΔIEC^ mice with 2% DSS in drinking water. By day 9, DDX5^ΔIEC^ animals experienced less weight loss and recovered more quickly than their WT cohoused littermates (Fig 1F). Colons from DSS-challenged DDX5^ΔIEC^ animals were longer (Fig 1G) and showed milder histological pathology, particularly in matrices scoring for immune infiltrate, submucosal inflammation, and abnormal crypt density (Fig S3A–C). Furthermore, lamina propria cells from DDX5^ΔIEC^ mice expressed less transcripts of inflammatory cytokines, including *Il1b* and *Tnf* (Fig S3D).

**Figure S3.**
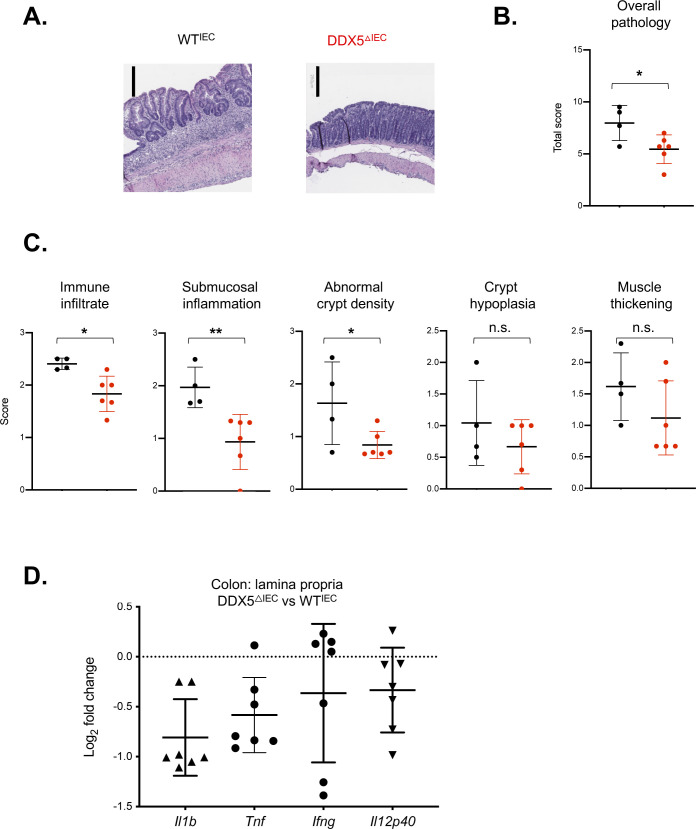
DSS histology and inflammatory gene expression. **(A)** Representative images of H&E-stained sections of colons from WT and DDX5^ΔIEC^ mice on day 15 post-DSS treatment. Scale bar represents 250 μm. **(B)** Overall histology scores of distal colons from WT (n = 4) and DDX5^ΔIEC^ (n = 6) mice 15 d post-DSS treatment. **(C)** Distal colons from WT (n = 4) and DDX5^ΔIEC^ (n = 6) mice challenged with 2% DSS scored by immune infiltrate, submucosal inflammation, crypt density, crypt hyperplasia, and muscle thickening. **(D)** RNAs from the colonic lamina propria mononuclear cells from mice treated with 2% DSS in their drinking water for 7 d were evaluated for the expression of inflammatory genes. Each dot represents one mouse.

In humans, colonic tissues from ulcerative colitis (UC) patients have higher DDX5 expression than healthy controls (Fig S4A) (42). Moreover, reduction of DDX5 positively correlates with UC patients responding favorably to anti-TNF therapy (Fig S4B) (43). Together, these results indicate a conserved and unappreciated role of epithelial DDX5 in intestinal inflammation in vivo.

**Figure S4.**
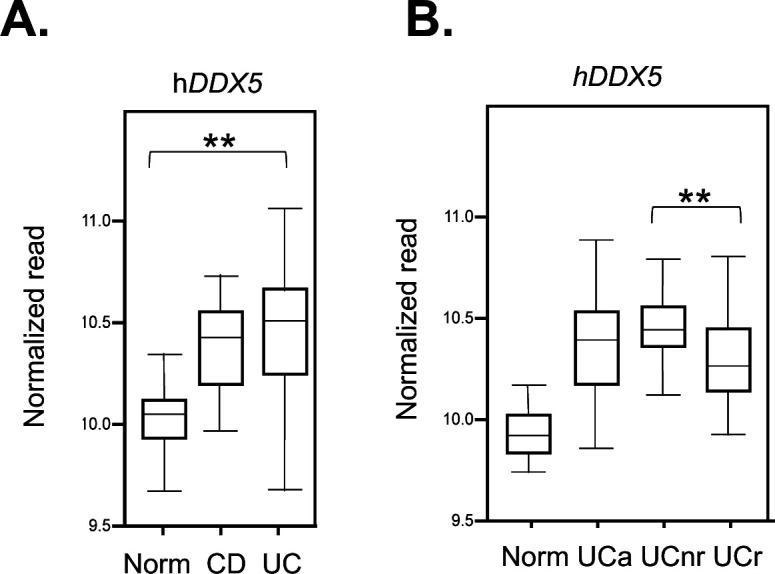
DDX5 expression is linked to human IBD. **(A)** RNA expression of *Ddx5* in healthy or ulcerative colitis or Crohn’s disease patients. ** *P*-value < 0.01 (*t* test). **(B)** RNA expression of *Ddx5* in healthy or ulcerative colitis patients under infliximab therapy (43). Active disease (A), infliximab non-responders (nr), infliximab responders (r). ** *P*-value < 0.01 (*t* test).

### Epithelial DDX5 promotes colonic tumorigenesis

Excess inflammation, such as those found in inflammatory bowel diseases, predisposes patients to epithelial dysplasia and cancer (44, 45). Elevated expression of DDX5 predicts worse relapse-free survival in CRC patients (25, 26, 27). To assess the contribution of DDX5 to colonic tumorigenesis in vivo, we crossed the DDX5^flox^ line to the adenomatous polyposis coli (*Apc*) mutant mice (*Apc*^fl/+^*Cdx2*Cre^+^, also known as APC^ΔcIEC^) (Fig 2A). Previous studies demonstrated that intestinal tumorigenesis in the *Apc* mutant mice is driven by colonic immune cell–mediated inflammation (44). Haploinsufficiency of the tumor suppressor APC leads to aberrant β-catenin activation and the development of large colonic adenomas (46, 47). In this model, the loss of one copy of the *Apc* allele in the epithelium results in spontaneous tumors, anal prolapse, and subsequent weight loss between day 100 and 120 (44, 48, 49). Periodic acid-Schiff–stained histological sections of colonic adenomas from the APC^ΔcIEC^ mice showed a loss of differentiated goblet cell population and neoplastic cell infiltration beyond the basal membranes (Fig S5A). Western blot analyses revealed that DDX5 proteins were expressed at a significantly higher level in colonic tumors from APC^ΔcIEC^ mice than adjacent normal tissues or IECs from non–tumor-bearing WT mice (Fig S5B), similar to findings previously reported in human CRCs (25). At 4 mo of age, APC^ΔcIEC^ DDX5^ΔcIEC^ mice had lower incidence of anal prolapse (Fig 2B) and experienced less weight change compared to APC^ΔcIEC^ DDX5^WT^ controls (Fig 2C). In the colon, APC^ΔcIEC^ DDX5^ΔcIEC^ mice had fewer macroscopic tumors (Fig 2D). IHC studies confirmed that DDX5 was indeed knocked out and lesions from the APC^ΔcIEC^DDX5^ΔcIEC^ mice had reduced expression of the cell proliferation marker, Ki67 (Fig S5C). However, no significant difference of tumor sizes was found on day 120 (Fig 2E).

**Figure 2.**
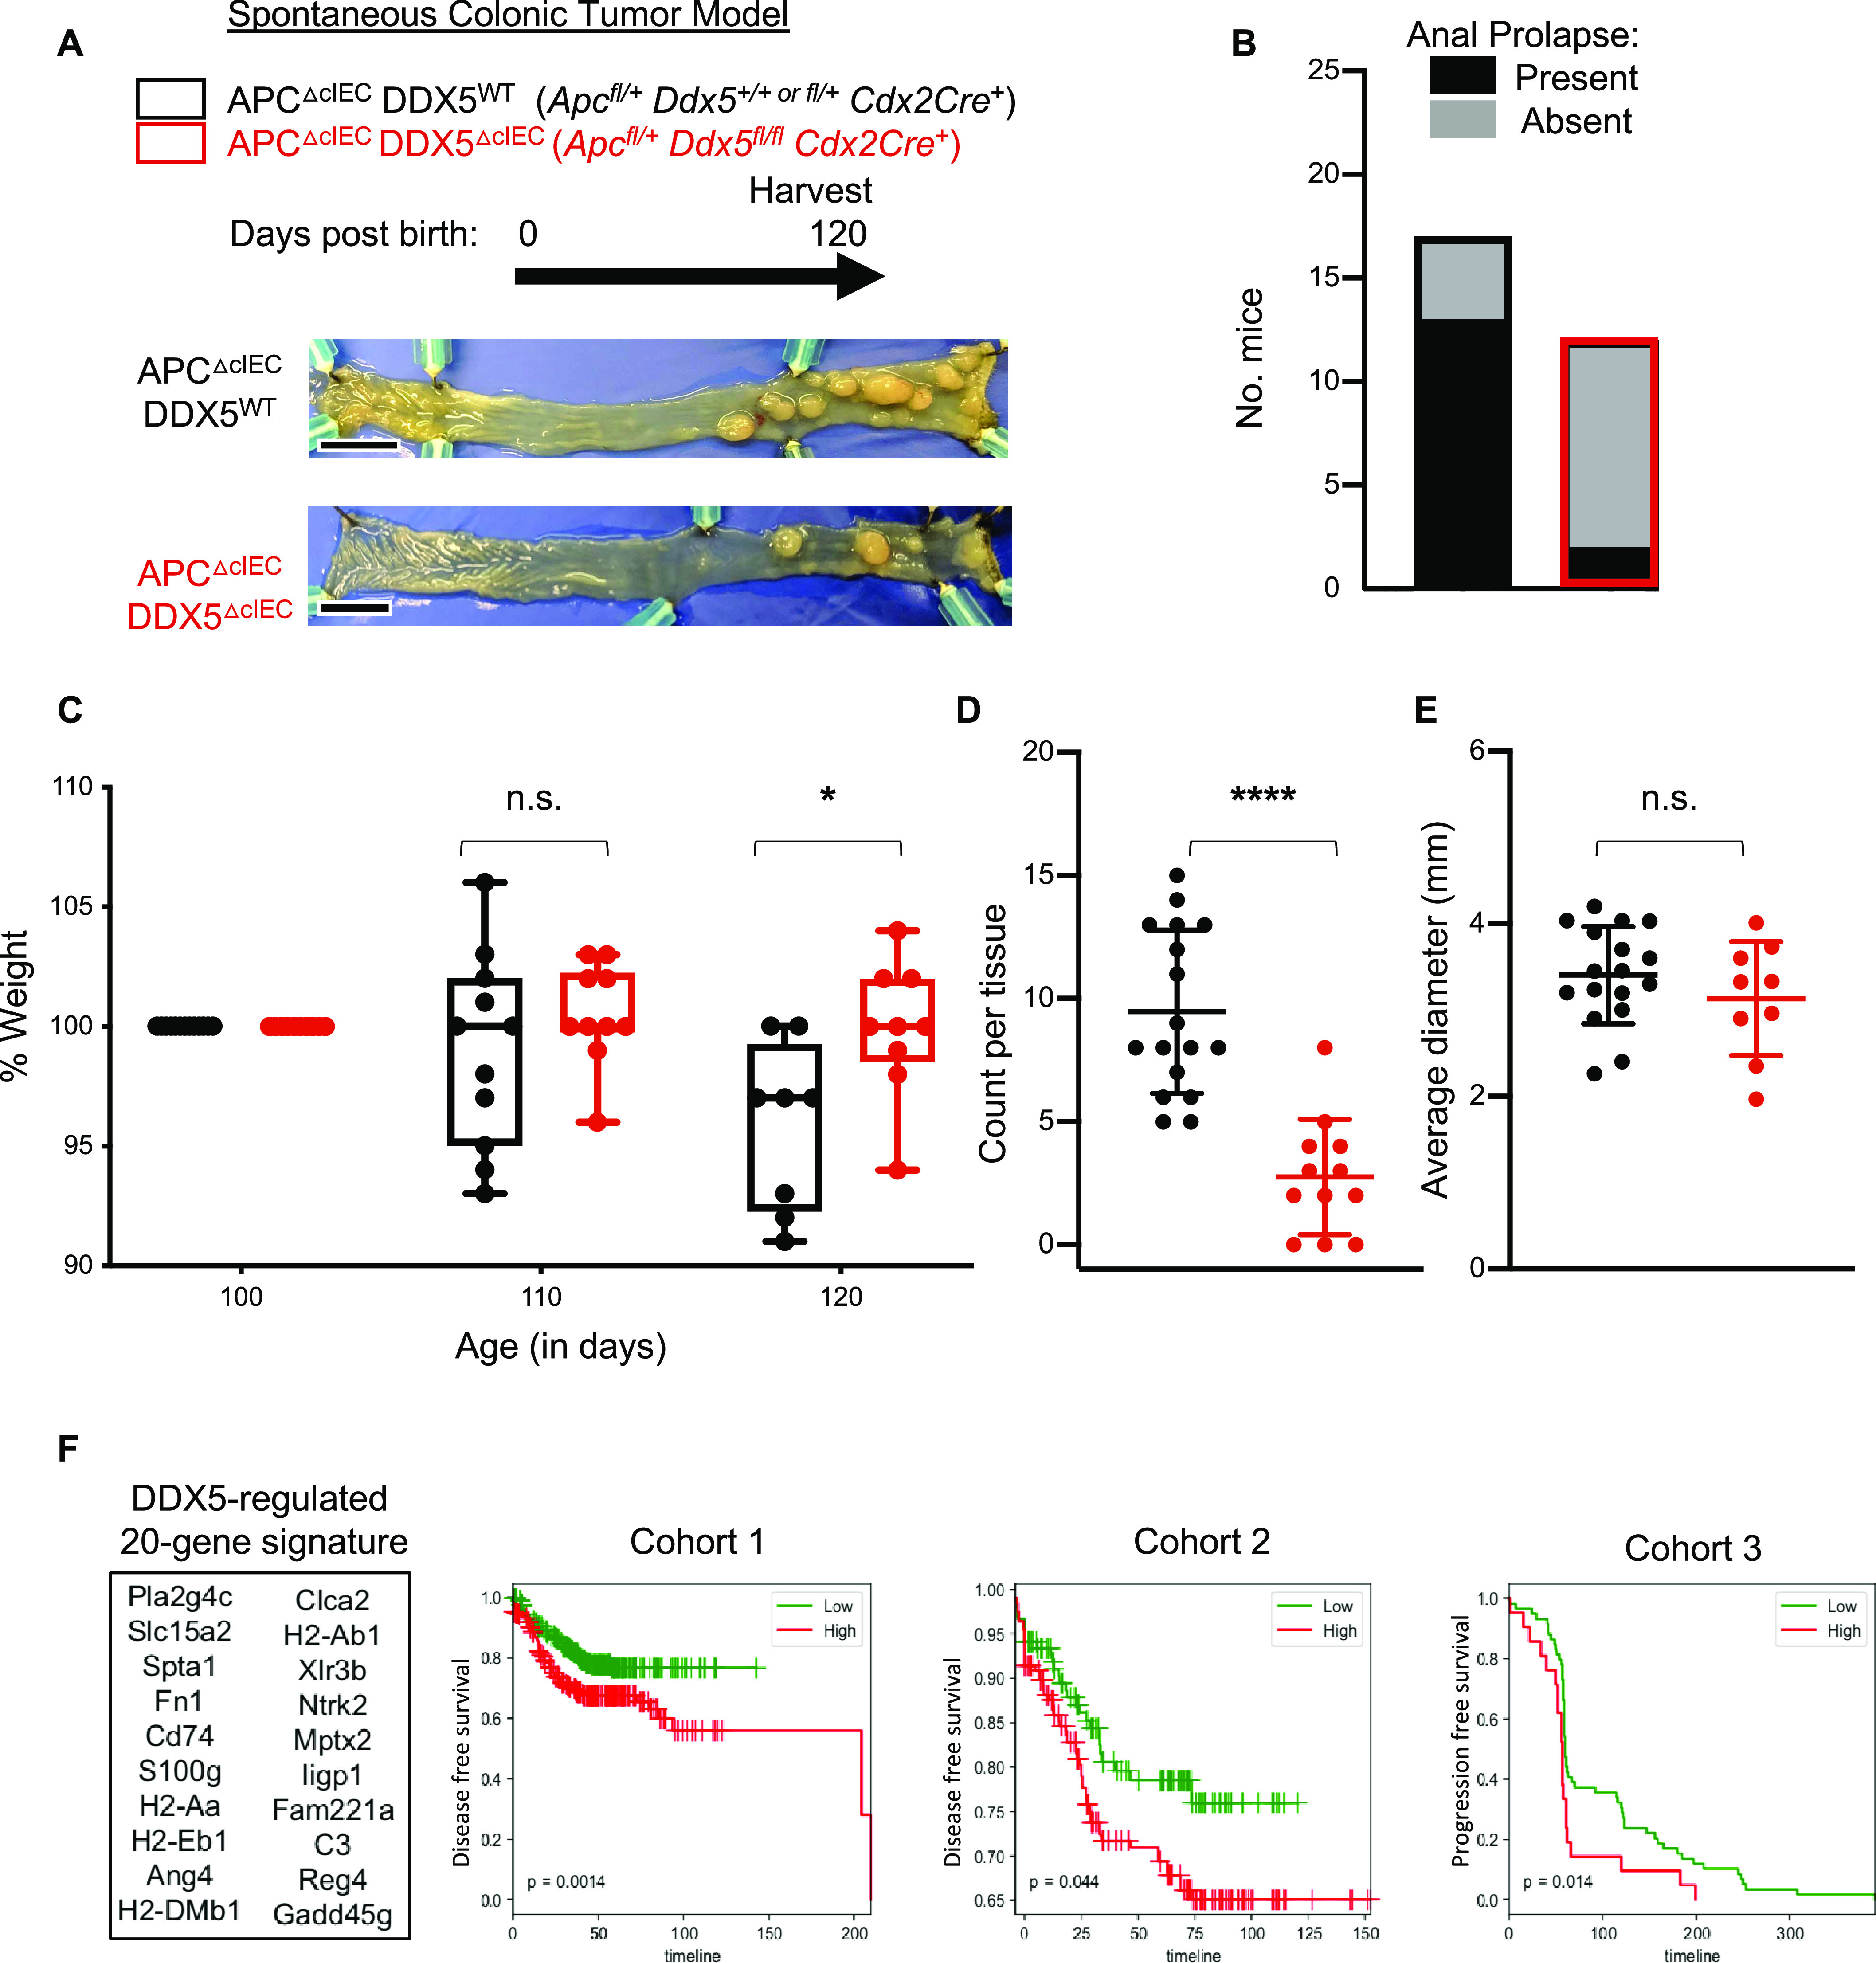
DDX5 promotes colonic tumorigenesis in *Apc*-mutant mice. **(A)** Representative bright-field images of tumor-bearing colons from APC^ΔcIEC^DDX5^WT^ and APC^ΔcIEC^DDX5^ΔIEC^ animals. Scale bar equals 1 cm. **(B)** Anal prolapse incidents recorded in mice described in (A). **(C)** Percent weight change of each mice in (A) on day 110 and 120 compared to day 100. Each dot represents one mouse. Weight change from DDX5-sufficient samples are shown in black (n = 15). Weight change from DDX5 knockouts are shown in red (n = 9). Data shown are means ± SD. *P < 0.05 (*t* test). **(D)** Colonic tumor counts from APC^ΔcIEC^DDX5^WT^ (*n* = 17) and APC^ΔcIEC^DDX5^ΔcIEC^ (*n* = 12) tumor-bearing animals. Each dot represents one mouse. Data shown are means ± SD. **** *P*-value < 0.0001 (*t* test). **(E)** Average colonic tumor diameter (mm) from APC^ΔcIEC^DDX5^WT^ (*n* = 17) and APC^ΔcIEC^ DDX5^ΔcIEC^ (*n* = 9) tumor-bearing animals. Each dot represents one mouse. Data shown are means ± SD. n.s., not significant (*t* test). **(F)** Expression of the DDX5-dependent colonic gene signature predicts clinical outcome in colorectal cancer patients. Top 20 genes were selected based on criteria listed in the Materials and Methods section. Kaplan–Meier analysis of disease-free survival in cohort 1 (GSE13067, GSE14333, GSE17538, GSE31595, GSE37892, and GSE33113), cohort 2 (GSE87211), and progression-free survival in cohort 3 (GSE5851). Source data are available for this figure.

**Figure S5.**
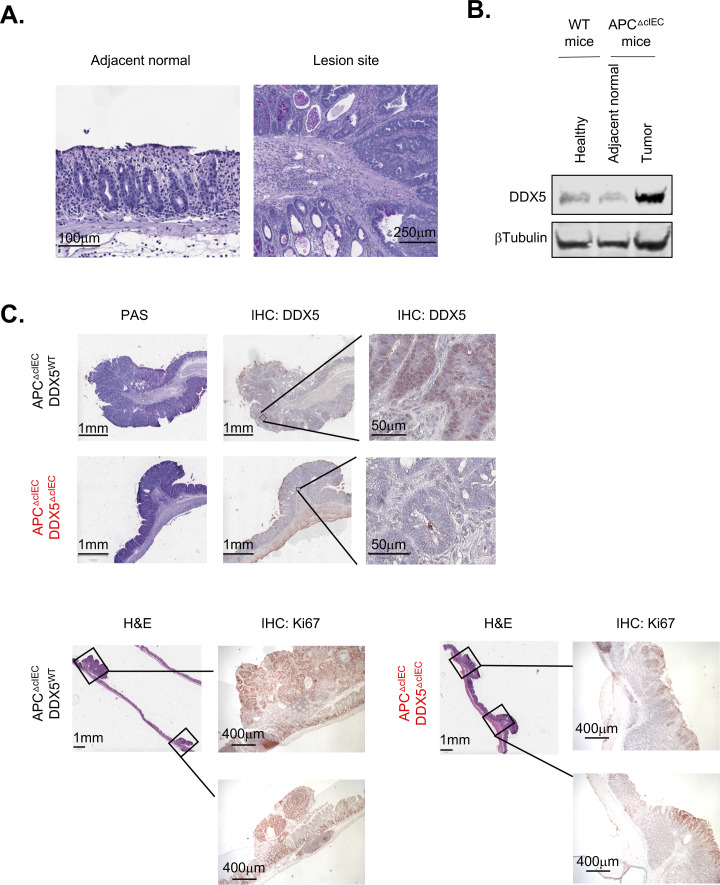
DDX5 protein expression in healthy tissues and in colonic tumors from *Apc* mutant mice. **(A)** Representative images from Periodic Acid-Schiff stained section of adjacent normal colonic epithelium and one adenoma lesion. **(B)** Western blot analysis of DDX5 and β-tubulin in normal and tumor tissues from the colon of WT^IEC^ and APC^ΔcIEC^ mouse. Experiments were repeated three times using independent biological samples with similar results. **(C)** Representative images from periodic acid-Schiff staining and immunohistochemical analysis of DDX5 and Ki67 in the colon of APC^ΔIEC^DDX5^WT^ and APC^ΔIEC^DDX5^ΔcIEC^ mice.

We hypothesized that DDX5 contributes to CRC by regulating specific RNA programs in colonic IECs. Consistent with this possibility, Kaplan–Meier analysis of alive and disease-free survival in two independent cohorts and progression-free survival of a third patient cohort indeed reveal strong associations between the DDX5-associated 20 down-regulated gene signature we identified in our colonic IEC RNAseq study and worse CRC outcome (Fig 2F). Together, these results demonstrate that DDX5 is a critical contributor to colonic tumorigenesis in vivo.

### Epithelial DDX5 directly binds *C3* mRNA and enhances its expression posttranscriptionally

To define the direct target of DDX5 in colonic IECs, we performed the enhanced cross-linked immunoprecipitation (eCLIPseq) assay using the anti-DDX5 antibodies (Table S4). Successful pull-down of DDX5 proteins were confirmed by western assays (Fig S6A). Sequencing results were processed by the ENCODE eCLIPseq analysis pipeline, as described in reference 50 and outlined in Fig S6B. Using a cutoff of three in both log_10_ *P*-values and log_2_ fold changes of immunoprecipitation (IP) signal over input, we identified 201 colonic IEC RNA sites, corresponding to 138 transcripts, that were significantly enriched by the anti-DDX5 antibodies (Table S5). More than 44% of the DDX5-bound sites localized to coding regions on colonic IEC RNAs (Fig S6C). 

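The colon eCLIPseq table (Table S5) names 138 genes with a DDX5 peak, and 111 of them were tested in the RNAseq data. C3, Ahcyl1 and Shroom3 were the 3 bound protein-coding transcripts that passed the paper's criterion. Ahcyl1 (ENSMUSG00000027893.14, chromosome 3 of GRCm38 from 107663118 to 107696560) was 134 ± 3.00 CPM in WT IEC and 93.3 ± 0.701 in DDX5 ΔIEC (SD, n = 2 mice per genotype), a log2 fold change of −0.52 (standard error 0.08, unadjusted p = 0.00138 and adjusted p = 0.232 from edgeR's quasi-likelihood test). Shroom3 (ENSMUSG00000029381.16, chromosome 5 from 92683435 to 92965318) was 233 ± 6.16 CPM in WT IEC and 361 ± 57.5 in DDX5 ΔIEC, a log2 fold change of 0.62 (standard error 0.10, unadjusted p = 0.00197 and adjusted p = 0.241 from the same test). Shroom3 has 24.1% of its 50-base words in other genes. The same 3-gene count came out of each of the 8 planned refits, and at a log2 fold change of at least 1 it was 1. Of the bound protein-coding transcripts tested, 2.91% were called changed, against 6.64% of all protein-coding transcripts. Fisher's exact test did not separate this difference from chance (two-sided p = 0.162). In simulated colon counts, edgeR with the block called 2.76% of unchanged genes at this criterion, and DESeq2 with the block 0.660%. The number of bound calls with edgeR is therefore near what unchanged genes alone could give.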

Of the 138 DDX5-bound transcripts, RNA levels of *C3*, *Ahcyl1*, and *Shroom3* were significantly altered in DDX5-deficient colonic IECs (Fig 3A). Notably, the phenotype of the *Apc*^mut^ *C3*-deficient mice (4, 5, 6, 7) mirrored those we observed here in the APC^ΔcIEC^ DDX5^ΔcIEC^ mice. Two independent studies in human CRC patients revealed that higher expression of *C3* predicts poor overall and relapse-free survival (47, 48).

Table S4 List of antibodies used for eCLIP, Western blot, immunohistochemistry, and chromatin immunoprecipitation assay.

Table S5 DDX5 eCLIP targets in colonic intestinal epithelial cells.

**Figure S6.**
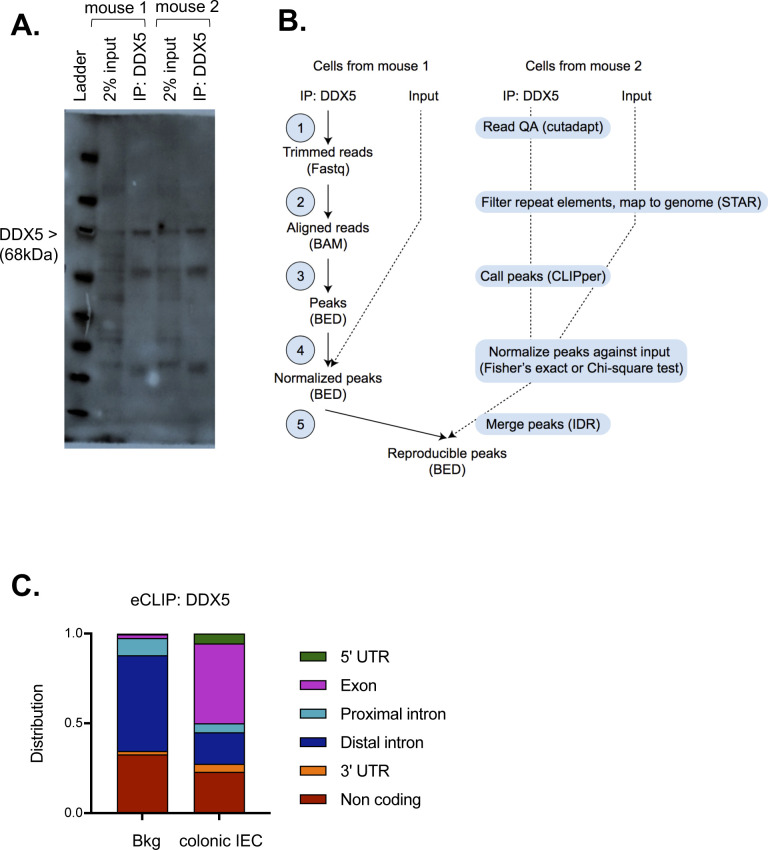
eCLIPseq analysis pipeline. **(A)** Western confirmation of efficient immunoprecipitation of DDX5 from two independent colonic intestinal epithelial cell lysates. **(B)** Workflow of the eCLIPseq analysis. **(C)** DDX5 binding preference as identified by eCLIPseq on the different colonic RNA regions. Background (Bkg) is defined as the RNA regions in the annotated mouse transcriptome from GENCODE.

**Figure 3.**
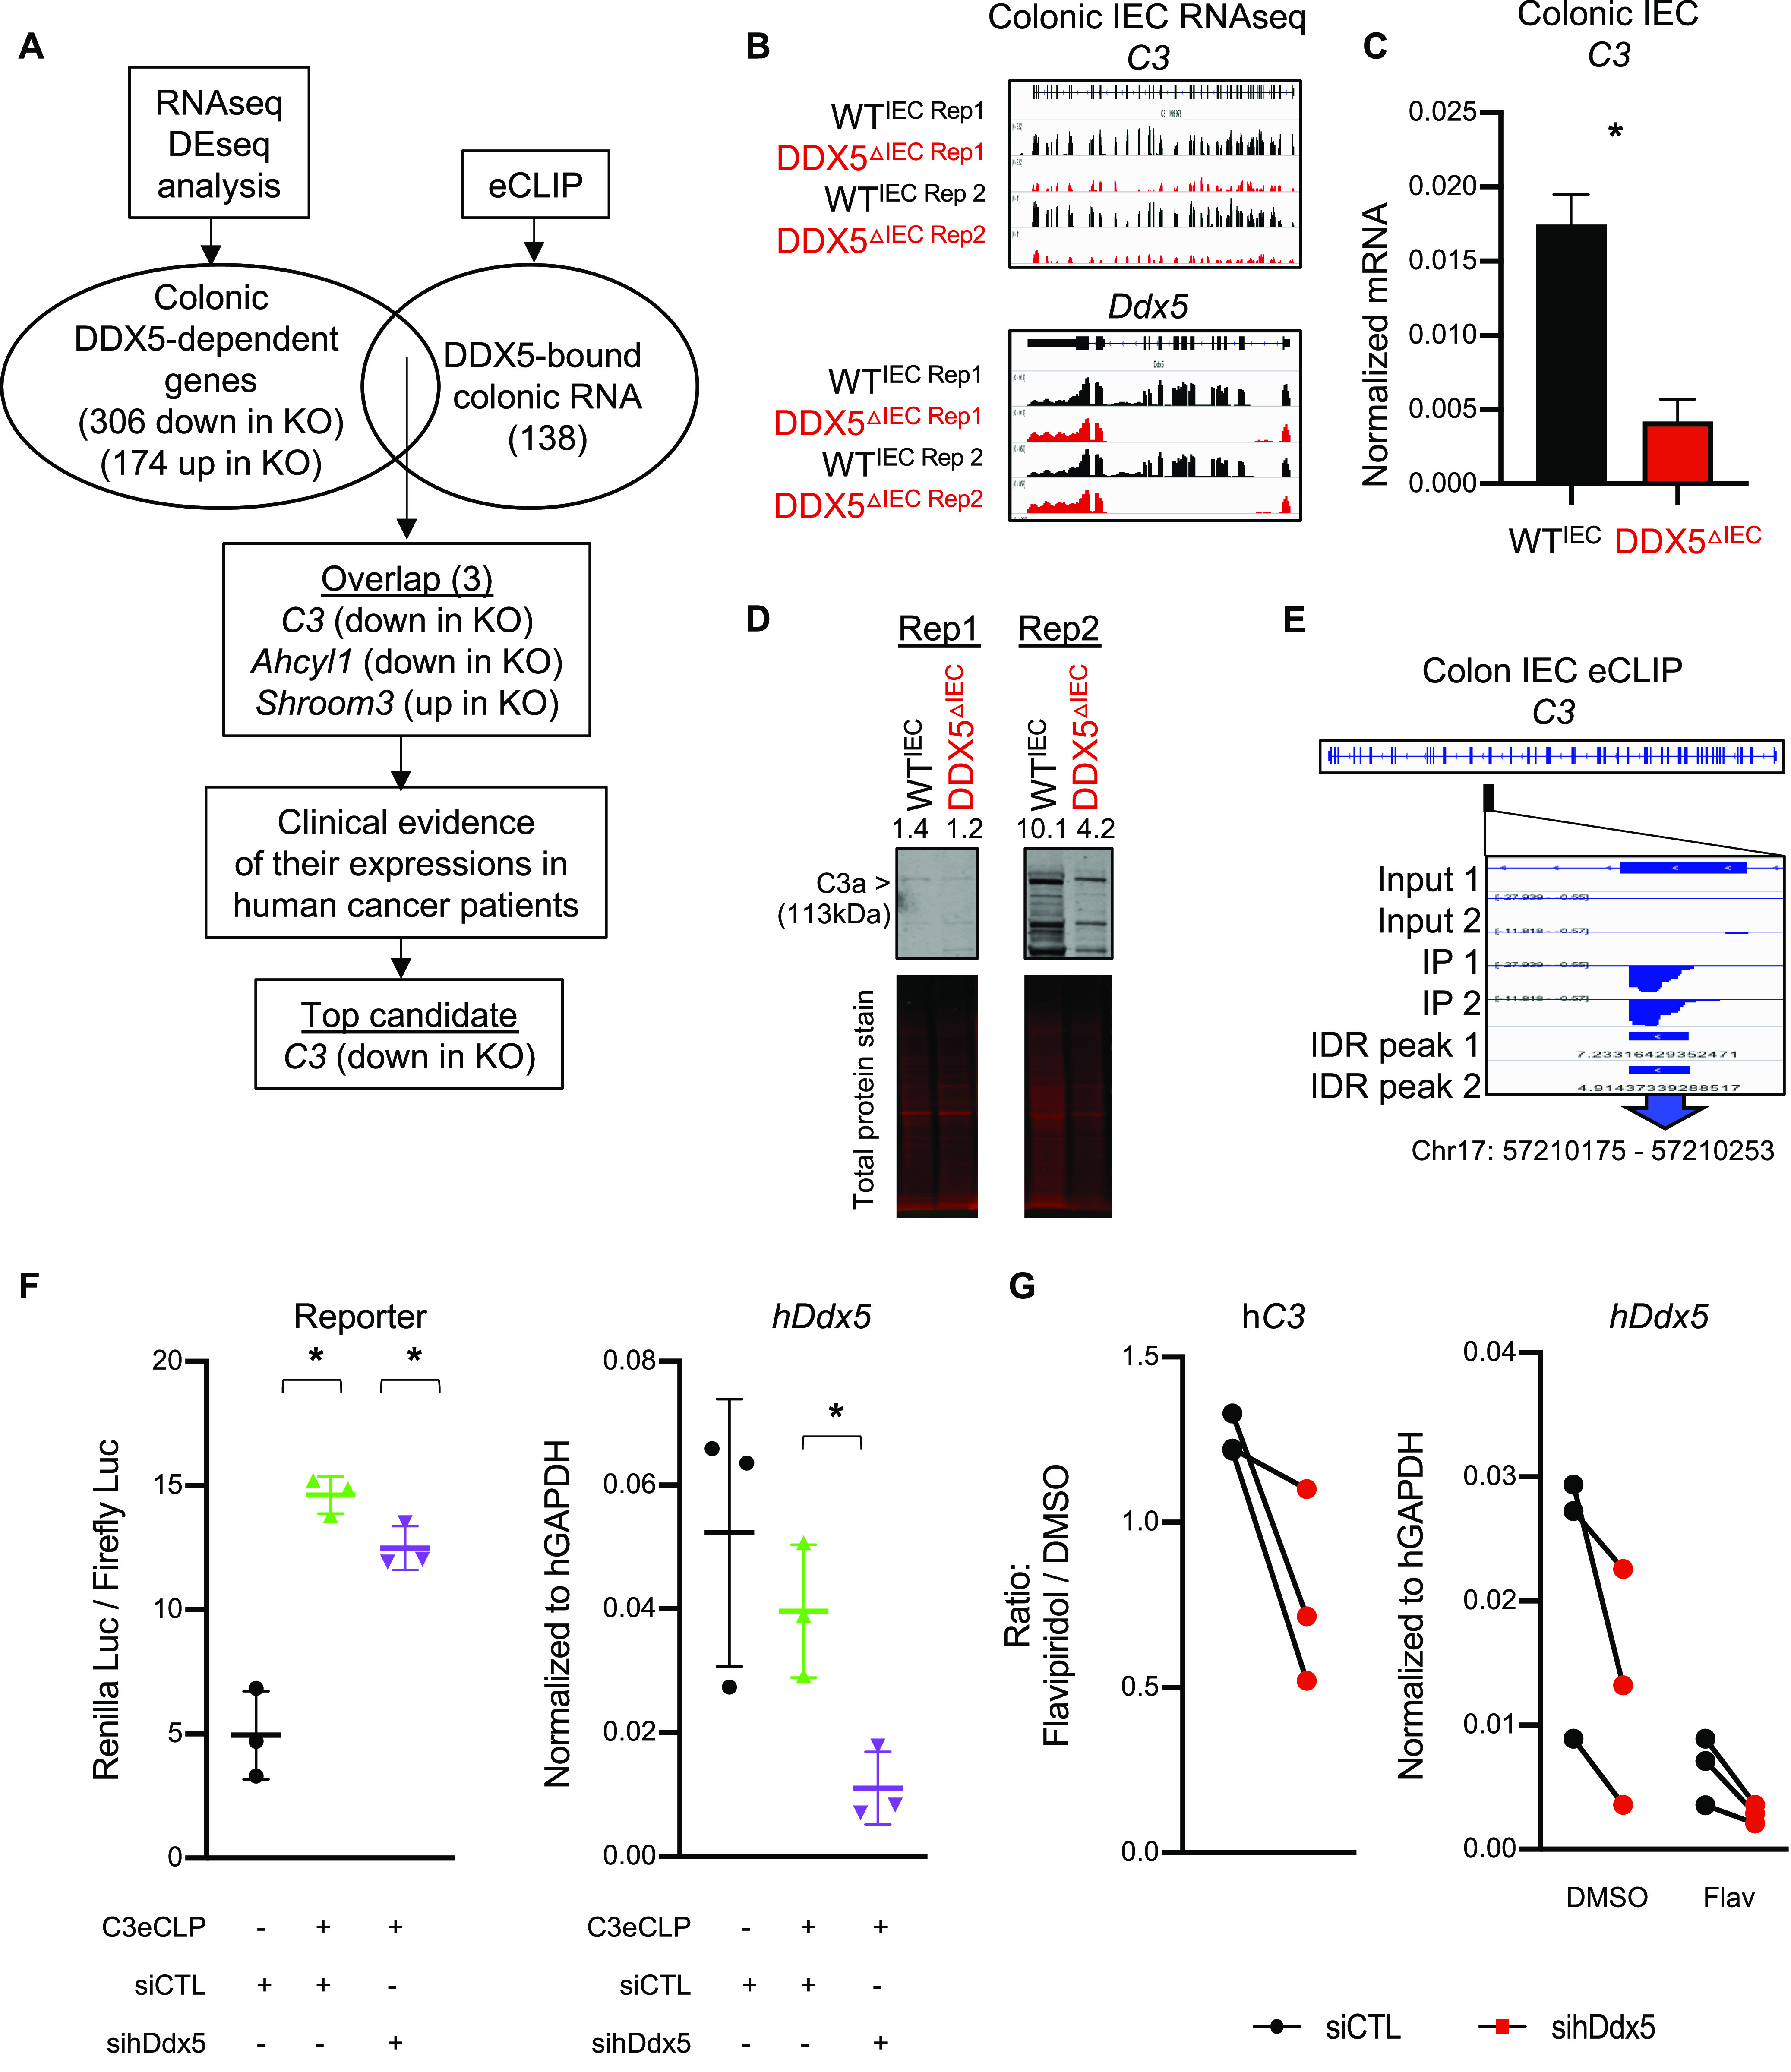
Epithelial DDX5 binds *C3* RNA to enhance its expression posttranscriptionally. **(A)** Workflow to identify DDX5 direct targets in colonic intestinal epithelial cells (IECs) involved in tumorigenesis. **(B)** Integrative Genomics Viewer browser displaying RNA expression at the *C3* and *Ddx5* locus in colonic IECs from two independent pairs of WT^IEC^ and DDX5^ΔIEC^ littermates. **(C)** qRT-PCR validation of colonic *C3* expression in additional independent pairs of WT^IEC^ (n = 3) and DDX5^ΔIEC^ (n = 3) animals. Data shown are means ± SD. *P < 0.05 (*t* test). **(D)** Representative Western analysis of C3 proteins in the colonic IECs from two independent pairs of WT and DDX5-deficient mice. Signal quantification was calculated as signal of C3 over signal of total protein. **(E)** Integrative Genomics Viewer browser displaying the DDX5 binding to *C3* RNAs in WT colonic IECs as defined by eCLIPseq. eCLIPseq was performed on colonic IECs from two independent WT mice. Peaks were called by a cutoff of three for both log_10_ *P*-values and log_2_ (fold changes: immunoprecipitation over input). **(F)** DDX5-binding site on *C3* promotes Renilla luciferase reporter activities in human SW480 cells. Left: reporter activity is calculated as Renilla readings over the constitutive firefly luciferase readings. Results shown are means ± SD of three independent studies. Black: cells transfected with psicheck2 luciferase reporter. Green: cells transfected with psicheck2 luciferase reporter that contains the DDX5-binding site on *C3* and random siRNA. Purple: cells transfected with psicheck2 luciferase reporter that contains DDX5-binding site on *C3* and *Ddx5* siRNA. Right: expression of human DDX5 in SW480 cells were assessed by qRT-PCR and normalized to human GAPDH. SW480 cells under different treatment were indicated as black, green, and purple dots. *P < 0.05 (*t* test). **(G)** RNAi-mediated knockdown of human DDX5 destabilizes *C3* mRNA in Caco-2 cells. Cells were transfected with 100M control (black) or 100M siRNA against human *Ddx5* (red) for 48 h followed by 16 h of incubation with 2 μM flavopiridol. Left: expressions of human *C3* were assessed by qRT-PCR and normalized to DMSO-treated controls. Right: expressions of human *Ddx5* under different treatments were assessed by qRT-PCR and normalized with h*Gapdh*. Results are means of three independent experiments ± SD, *P*-value = 0.06 (*t* test). Source data are available for this figure.

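C3 (ENSMUSG00000024164.15) lies on chromosome 17 of GRCm38 from 57203970 to 57228136 on the minus strand. Among the 18 complement genes in Fig S7A that the count tables hold, C3 had 13.0 ± 0.406 CPM in WT IEC colon (SD, n = 2 mice). C1ra had 2.52 ± 0.585 and C2 had 1.44 ± 0.260. In the same library, C3 had 4.34 times the counts of C1ra in WT IEC replicate 1 and 6.31 times in replicate 2. C3 also ranked 1 in the colon when counts were divided by transcript length. Counts of the others were low, and 9 of the 18 genes had more than 3 counts in both WT IEC colon libraries. C1ra and C2 share 50.8% and 41.5% of their 50-base words with other genes, and reads that map to both were not counted.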

*C3* mRNA is the highest expressed member of the complement family in wild-type mouse colonic IECs (Fig S7A). 

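C3 RNA in the colon was 14.1 and 14.8 CPM in WT IEC replicates 1 and 2, from 243 and 303 raw counts, and 4.55 and 3.96 in DDX5 ΔIEC replicates 1 and 2, from 75 and 79 raw counts. The log2 fold change was −1.77 (standard error 0.19, unadjusted p = 0.000241 and adjusted p = 0.143 from edgeR's quasi-likelihood test), and the difference was larger than the spread between the mice of either genotype. With one library left out, the log2 fold change of the remaining pair was −1.90 or −1.63. DESeq2 with the replicate block gave −1.77 with an adjusted p-value of 0.000983, and over the 8 planned refits the adjusted p-value ran from 3.60e-08 to 0.137. The authors' deposited table lists −1.77 with an adjusted p-value of 0.000446. The other 5 complement genes tested in the colon had log2 fold changes from −0.84 for C8g to 0.67 for C4a, with −0.76 for C2 and −0.11 for C1ra, and none had an unadjusted p-value under 0.05 in edgeR's quasi-likelihood test.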

Reduced *C3* transcripts and proteins were found in DDX5-deficient colonic IECs (Fig 3B–D). If DDX5 promotes *C3* mRNA expression at the transcription level, we expect to observe altered RNA polymerase II recruitment and deposition of H3 lysine 4 trimethylation (H3K4me3) on the *C3* gene promoter in colonic IECs from DDX5^ΔIEC^ mice. However, chromatin immunoprecipitation (ChIP) qRT-PCR assay showed that a similar enrichment of RNA polymerase II and H3K4me3 were found on the *C3* promoter in colonic IECs from WT^IEC^ and DDX5^ΔIEC^ mice (Fig S7B). In addition, fractionation studies revealed that C3 level is similar in the nuclear compartment but significantly reduced in the cytoplasm of DDX5-deficient IECs (Fig S7C). Next, we asked whether DDX5 regulation of *C3* is intrinsic to colonic epithelial cells and independent of inputs from gut microbiota and immune cells using an organoid culture system. Briefly, colonic crypts containing epithelial stem cells were harvested from WT^IEC^ and DDX5^ΔIEC^ littermates and maintained ex vivo for 5–7 passages. RNAseq of these colonic organoids revealed a similar reduction of *C3* RNA in DDX5-deficient cultured cells (Fig S7D), suggesting that the regulation of *C3* by DDX5 is epithelial cell intrinsic.

**Figure S7.**
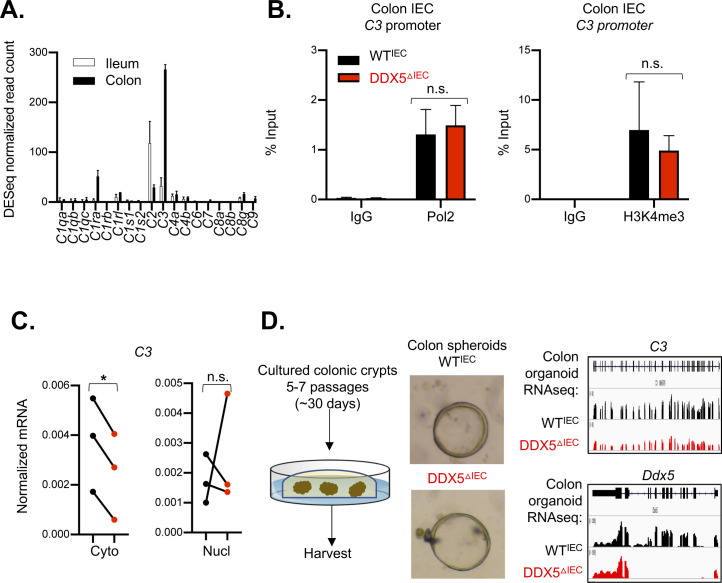
C3 expression and RNA polymerase II and H3K4 methylation levels on its promoter. **(A)** Normalized RNAseq read counts of the complement gene family in ileal and colonic intestinal epithelial cells (IECs) from steady-state WT mice. RNAseq was performed on ileal and colonic IECs from two independent WT mice. Data shown are normalized read count means ± SD. **(B)** Chromatin immunoprecipitation-qPCR assay of RNA polymerase II and H3K4me3 in colonic IECs. Data shown are means ± SD from two independent pairs WT^IEC^ and DDX5-deficient mice. n.s., not significant (*t* test). **(C)** RNAs from the nuclear and cytoplasmic fractions of colonic IECs harvested from WT and DDX5^DIEC^ mice were evaluated by qRT-PCR for C3. Each dot represents one mouse. This experiment was repeated on three pairs of independent samples. *P < 0.05 (*t* test). **(D)** Left: representative bright-field images of organoids cultured from colonic crypts of WT^IEC^ and DDX5-deficient mice. Right: IGV browser displaying RNA expression at the *C3* and *Ddx5* locus in cultured organoids derived from WT^IEC^ (n = 1) and DDX5^DIEC^ (n = 1) colonic crypts.

Results from the eCLIPseq assay revealed that DDX5 was enriched on a region of the *C3* transcript encoded by exon 30 (Fig 3E). Therefore, we hypothesize that DDX5 may bind to and regulate *C3* transcripts at the posttranscriptional level. Insertion of the short stretch of DDX5-bound region of mouse *C3* into the 3′UTR of the psiCheck2 reporter was sufficient to potentiate DDX5-dependent *Renilla* luciferase activity in a human epithelial cell line (Fig 3F). In flavipiridol-treated human epithelial cells, *C3* mRNAs experienced a greater turnover when DDX5 was knocked down (Fig 3G). Together, these results suggest that DDX5 binds to and promotes *C3* mRNA stability in colonic IECs.

### Epithelial DDX5 promotes small intestine tumorigenesis

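In the ileum of the 2 WT IEC mice, Ddx5 RNA was 699 CPM in each when all 8 libraries were normalized together, and it was the highest of the 37 DDX genes. It took 23.8% (95% Wilson interval 23.5% to 24.1%) and 23.5% (23.1% to 23.9%) of the counts on DDX genes in WT IEC replicates 1 and 2. Between WT IEC ileum and WT IEC colon, the log2 ratio of Ddx5 RNA was −0.08 (standard error 0.10, adjusted p = 0.576 from edgeR's quasi-likelihood test), so no difference between the tissues was detected.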

In the wild-type mouse small intestine, DDX5 is also abundantly expressed under steady state (Figs 1A and 4A). To ask whether DDX5 may also be involved in tumorigenesis of the small intestine, epithelial DDX5 conditional mice (*Ddx5*^flox^) were crossed to the *Apc*^fl/+^*Vil1Cre*^+^ mice (Fig 4B). Different from the *Apc*^*f*l/+^*Cdx2Cre*^+^ mutant mice described in Fig 2, APC^ΔIEC^ mice harbor intestinal tumors in both the small intestine and colon. APC^ΔIEC^ mice begin to experience significant weight loss starting around day 100 of age. By 110 d of age, APC^ΔIEC^DDX5^ΔIEC^ littermates continued to gain weight, but APC^ΔIEC^ DDX5^WT^ mice began to experience significant weight loss. By day 120, APC^ΔIEC^ DDX5^WT^ and APC^ΔIEC^ DDX5 ^ΔIEC^ mice had significant weight differences (Fig 4C). Macroscopic tumor numbers in the jejunum, ileum, and colon of the APC^ΔIEC^ DDX5 ^ΔIEC^ mice were significantly lower than those found in the APC^ΔIEC^ DDX5^WT^ mice (Fig 4D and E). No statistical significance was observed in tumor numbers found in the duodenum. The average tumor sizes were comparable between WT and DDX5-deficient tissues (Fig 4F and G), consistent with the results observed in the *Apc*^*f*l/+^*Cdx2Cre*^+^ mutant mice (Fig 2E). These results uncover a novel role of epithelial DDX5 in promoting small intestinal tumorigenesis.

**Figure 4.**
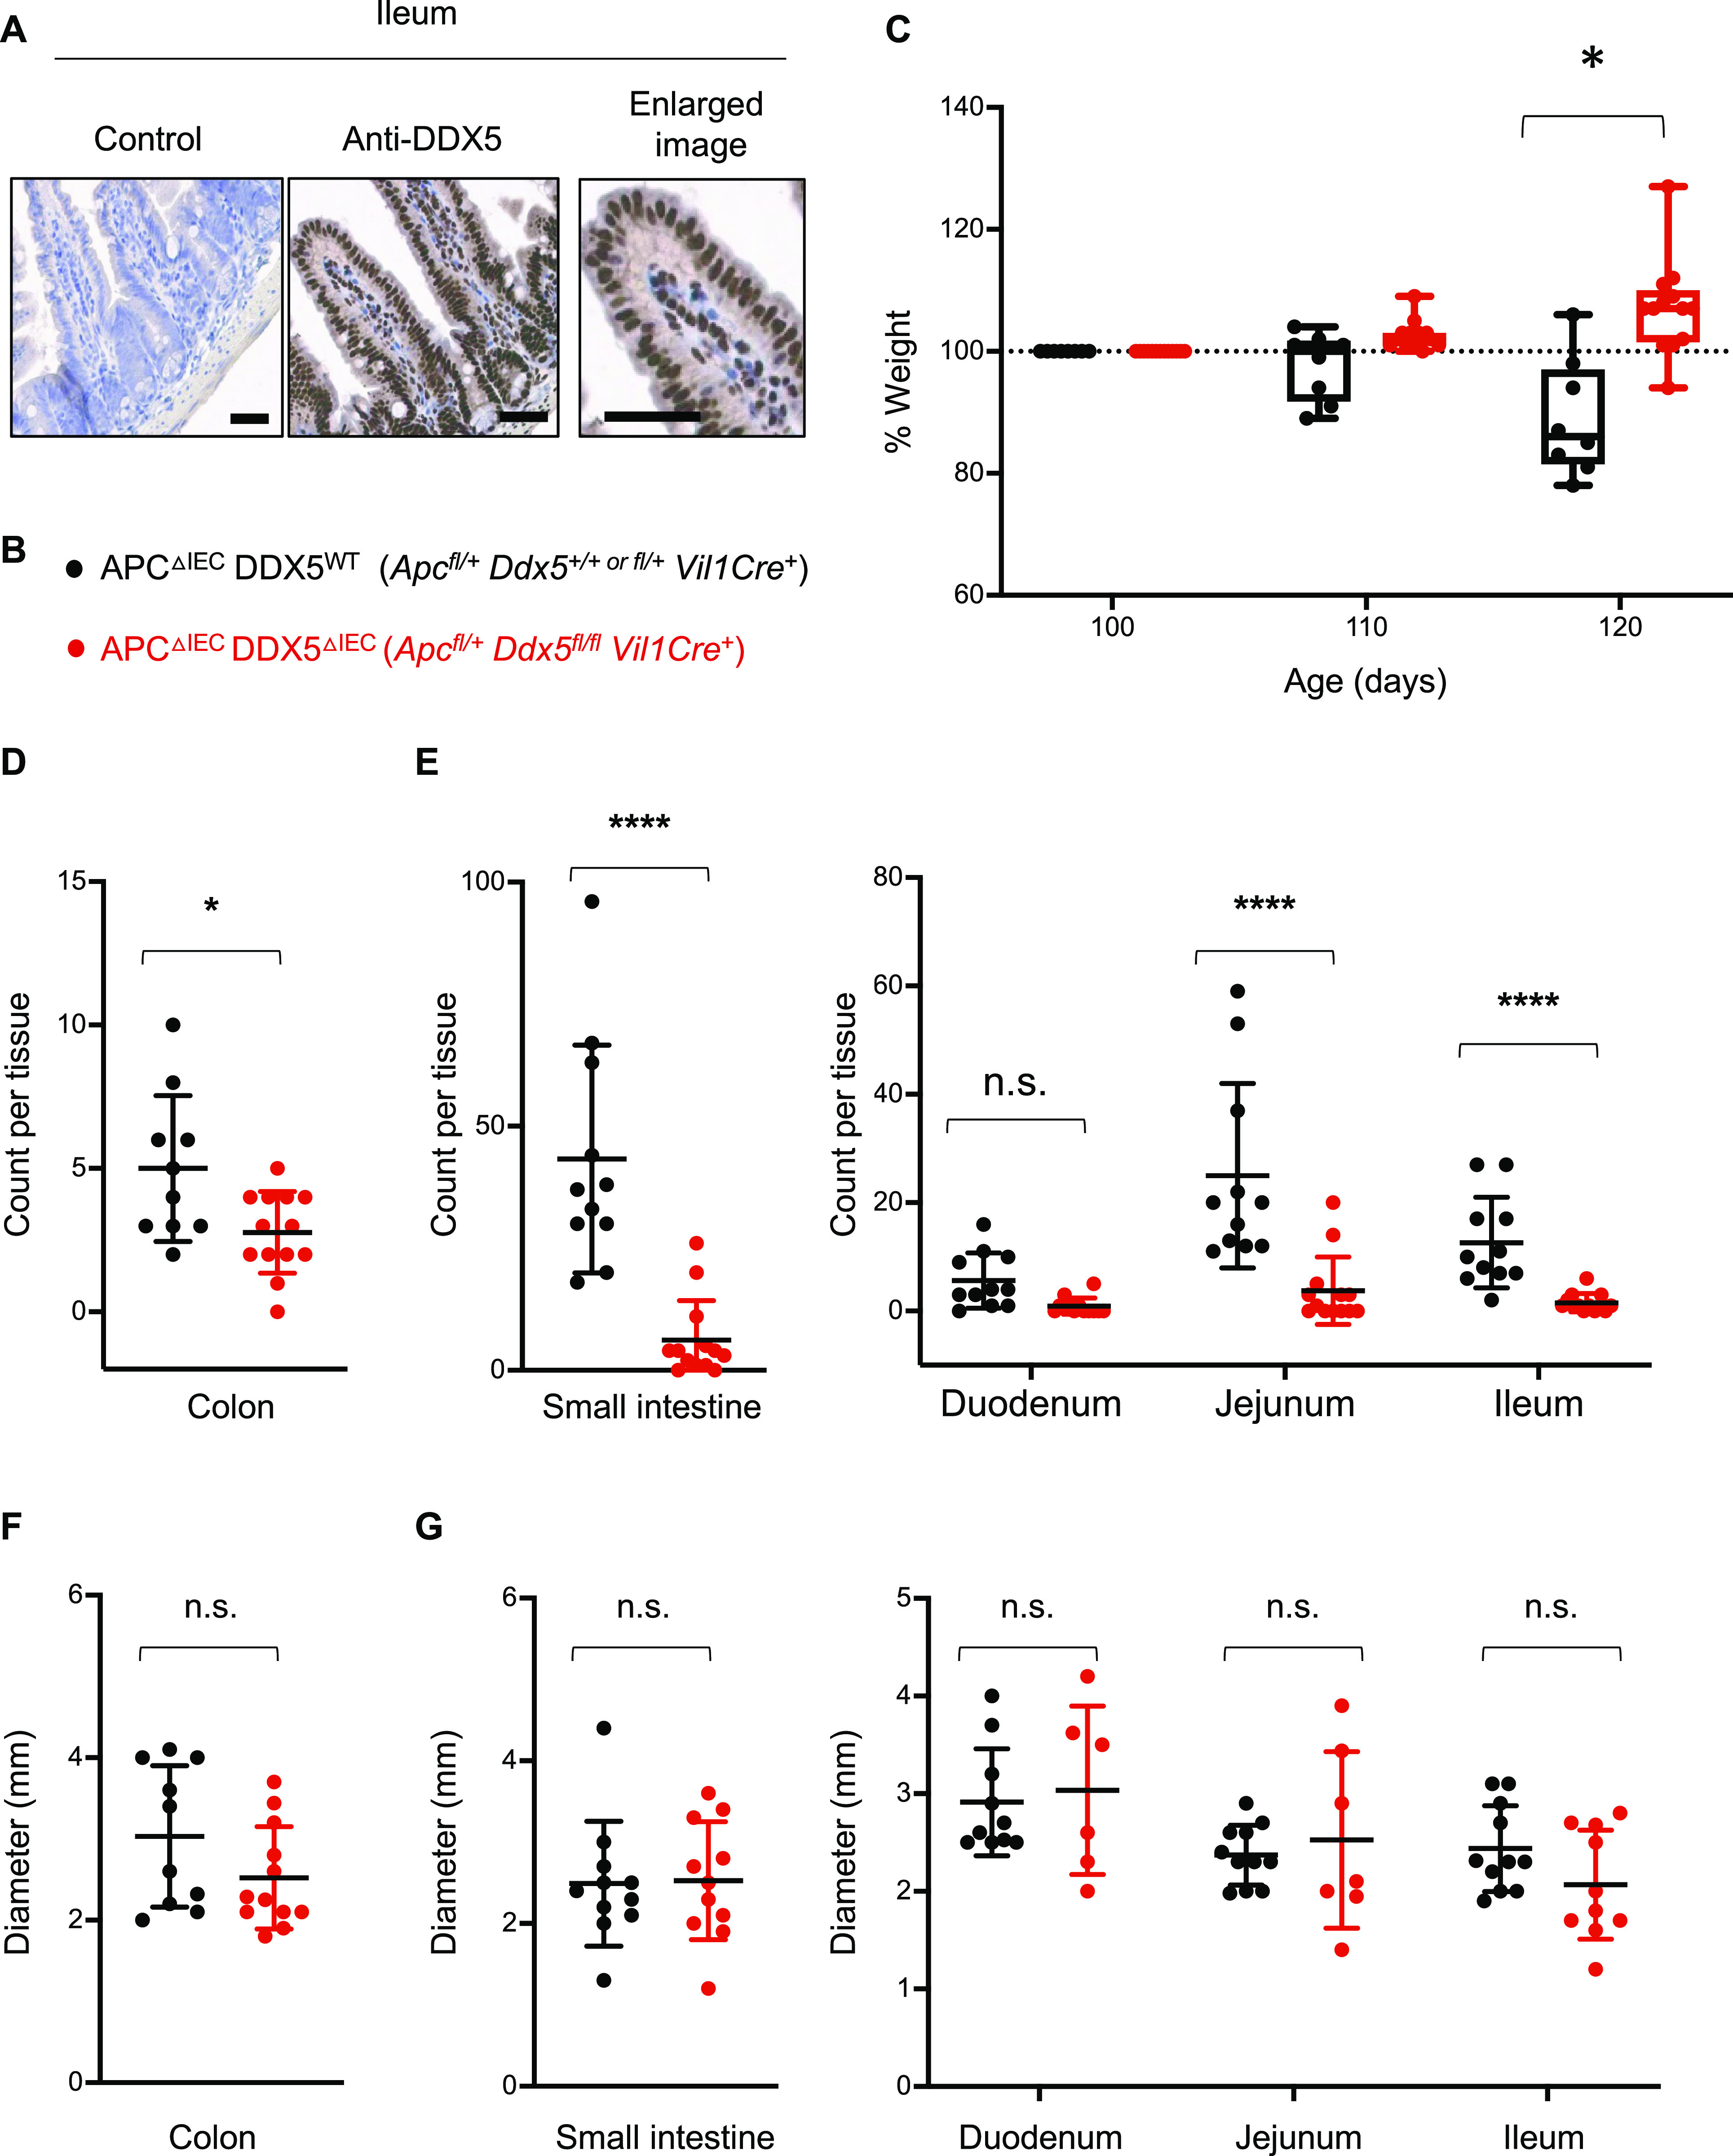
DDX5 also promotes tumorigenesis in the small intestine. **(A)** Representative images from immunohistochemistry analysis of DDX5 in the ileum of WT mice. Enlarged image is shown on the right. Scale bar represents 50 μm. **(B, C, D, E, F, G)** Genotypes of tumor-bearing APC^ΔIEC^DDX5^WT^ and APC^ΔIEC^DDX5^ΔcIEC^ littermates used in (C, D, E, F, G). **(C)** Percent weight change of each mouse in (B) on days 100, 110, and 120. Each dot represents one mouse. Data shown are means ± SD. Each dot represents one mouse. Weight change from DDX5-sufficient samples are shown in black (n = 10). Weight change from DDX5 knockouts are shown in red (n = 13). Data shown are means ± SD. *P < 0.05 (multiple *t* test). **(D)** Macroscopic tumor counts in the colon. Each dot represents one mouse. Counts from DDX5-sufficient samples are shown in black (n = 12) and counts from DDX5 knockouts are shown in red (n = 13). Data shown are means ± SD. *P < 0.05 (*t* test). **(E)** Left: total macroscopic tumor counts in the small intestine. Right: Macroscopic tumor counts in different segments of the small intestine. Each dot represents one mouse. Counts from DDX5-sufficient samples are shown in black (n = 12) and counts from DDX5 knockouts are shown in red (n = 13). Data shown are means ± SD. n.s., not significant. ****P < 0.0001 (multiple *t* test). **(F)** Average tumor diameters in the colon. Each dot represents one mouse. Diameters from DDX5-sufficient samples are shown in black (n = 12) and diameters from DDX5 knockouts are shown in red (n = 13). Data shown are means ± SD. n.s., not significant (*t* test). **(G)** Left: Average tumor diameters in the small intestine. Right: average tumor diameters in different segments of the small intestine. Each dot represents one mouse. Diameters from DDX5-sufficient samples are shown in black (n = 12) and diameters from DDX5 knockouts are shown in red (n = 13). Data shown are means ± SD. n.s., not significant (*t* test). Source data are available for this figure.

### DDX5 binds a distinct set of RNAs to drive tumorigenesis in the small intestine

Next, we asked whether DDX5 regulates overlapping and/or distinct RNA programs in the small intestine and colon. As most DDX5-dependent tumorigenesis of the small intestine occurred in the distal end (Fig 4E), we focused on characterizing the DDX5-dependent RNA program in the ileal section of the small intestine. Global transcriptome analyses revealed that DDX5 controls overlapping and distinct programs in the ileum and colon (Fig 5A and Table S6).

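Ddx5 RNA in the ileum was 633 and 635 CPM in WT IEC replicates 1 and 2 and 308 and 296 in DDX5 ΔIEC replicates 1 and 2, a log2 fold change of −1.07 (standard error 0.18, adjusted p = 0.0270 with the replicate block and adjusted p = 0.305 without it, from edgeR's quasi-likelihood test). At the paper's criterion, 341 protein-coding transcripts were lower and 456 were higher in DDX5 ΔIEC ileum. Without the replicate block, the numbers were 256 lower and 355 higher. Log2 fold changes in the ileum rose with GC content (rho = 0.292 across 14064 genes), and its part in these calls was not tested. Same-numbered ileum libraries of the 2 genotypes deviated together, with a correlation of 0.240 across genes. With the block, 98 genes had an adjusted p-value under 0.05, 45 lower and 53 higher, and without it 1 gene did (edgeR's quasi-likelihood test). In simulated ileum counts, 17 of the 181 genes that passed this threshold with the block were unchanged genes. Of the 313 transcripts called in the authors' deposited table, 311 passed the filter on low counts and 306 were among these 797. DESeq2 with the replicate block gave 156 lower and 206 higher. Of 11685 protein-coding genes tested in both tissues, 93 were lower in both and 75 higher in both, against 12.2 and 8.00 expected by chance (Fisher's exact test, two-sided, p = 1.69e-57 and 3.03e-53). Without the replicate block these overlaps were 56 and 62. In opposite directions, 12 were lower in colon and higher in ileum and 4 were higher in colon and lower in ileum, numbers not separated from chance (Fisher's exact test, p = 0.504 and 0.421). The colon and ileum libraries came from the same 4 mice, so the 2 tissues are not independent samples. Of the genes tested in both tissues, 500 passed the criterion in the colon alone and 531 in the ileum alone; a further 150 colon and 82 ileum calls were not tested in the other tissue. A difference between the tissues was tested directly for each of 16178 genes as an interaction of tissue and genotype, and 2 genes, Slc8a1 and Mptx2, had an adjusted p-value under 0.05. That test does not include the mouse; with the mouse as replicate block 1 gene, Slc8a1, passed (adjusted p = 0.0119 from edgeR's quasi-likelihood test), and Mptx2 did not (adjusted p = 0.0918). Mptx2 has 18.0% of its 50-base words in transcripts of other genes.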

Table S6 RNAseq normalized read counts of DDX5-dependent genes in the ileal intestinal epithelial cells (IECs).

**Figure 5.**
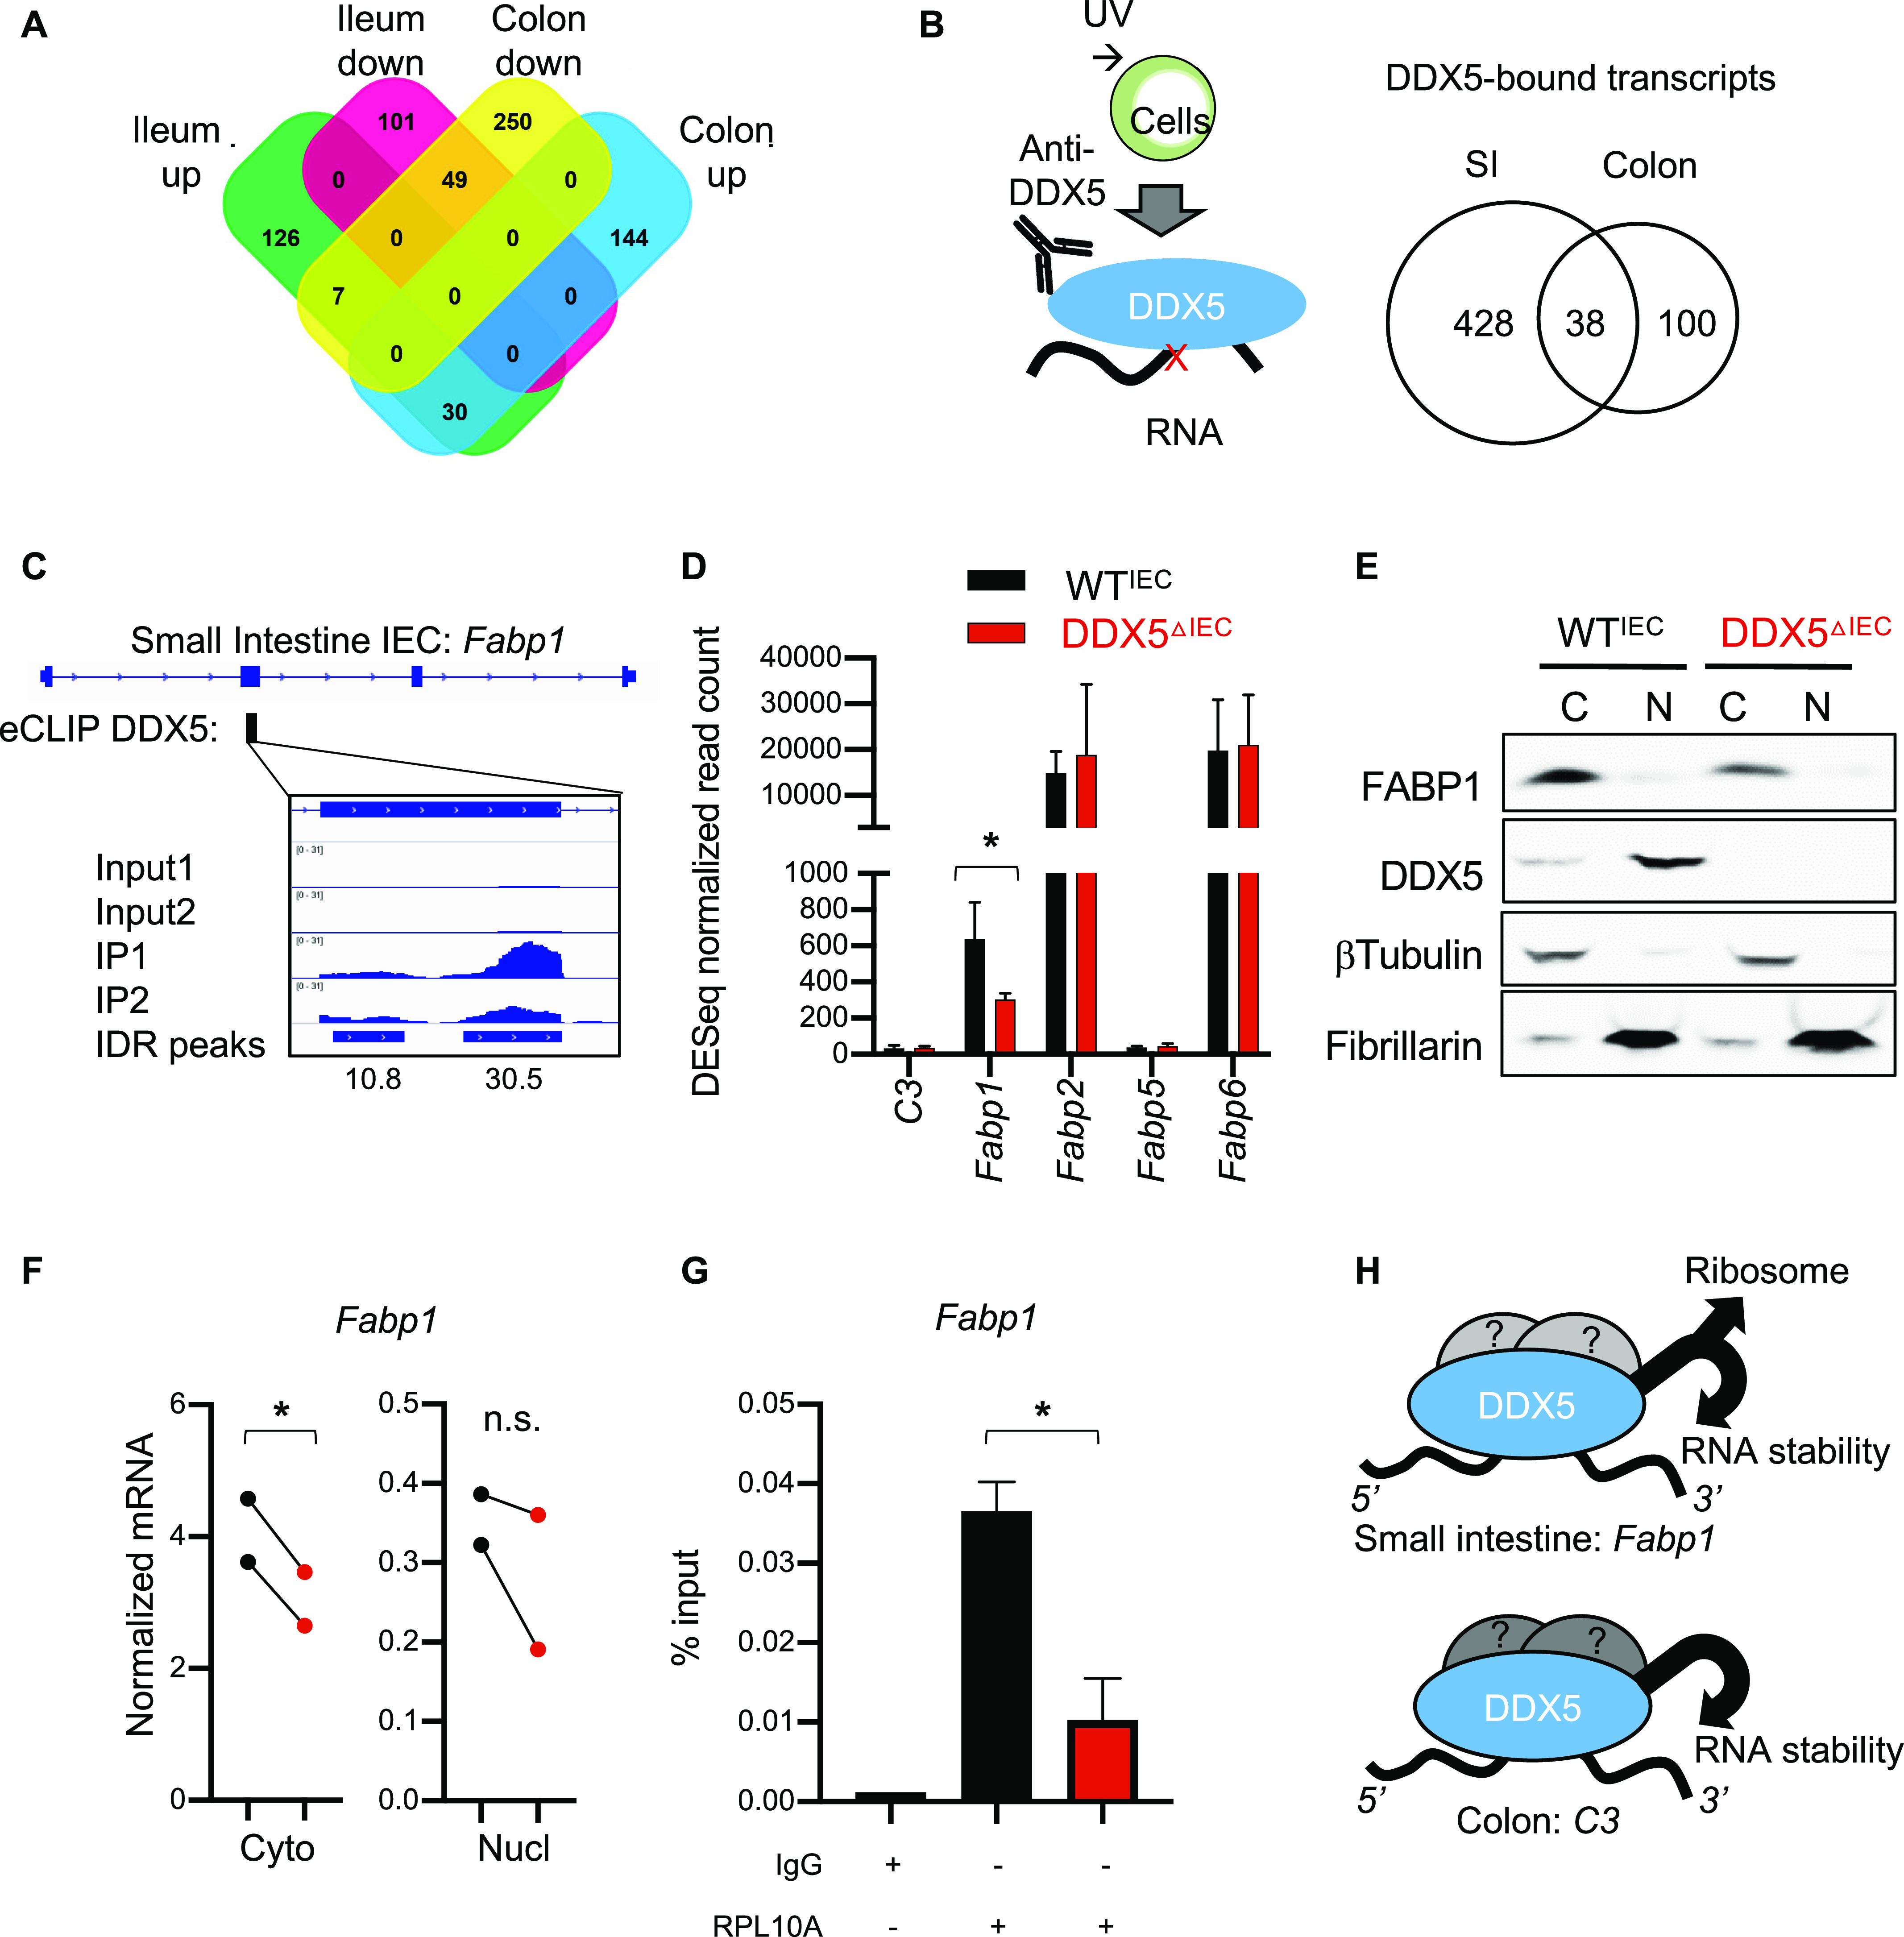
DDX5 regulates overlapping and distinct RNA programs in the small intestine and colon. **(A)** Venn diagram of the overlapping and distinct DDX5-dependent transcripts from the ileum and colon defined as log_2_ fold change of ≥0.5 or ≤−0.5 and *P*-value < 0.05. RNAseq was performed on two independent pairs of cohoused DDX5^ΔIEC^ over WT^IEC^ littermates. **(B)** Venn diagram showing the overlapping and distinct DDX5-bound transcripts in the small intestine and colonic intestinal epithelial cells (IECs). eCLIPseq was performed on small intestine IECs from two independent WT mice. Peaks were called by a cutoff of three for both log_10_ *P*-values and log_2_ (fold changes: immunoprecipitation over input). **(C)** Integrative Genomics Viewer browser displaying DDX5 binding on the fatty acid-binding protein 1 (*Fabp1*) locus as defined by eCLIPseq. **(D)** Normalized RNAseq read counts of transcripts encoding members of the FABP family in ileal IECs from WT^IEC^ and DDX5-deficient mice. *P < 0.05 (DEseq). **(E)** Representative Western blots for FABP1, DDX5, β-tubulin, and fibrillarin in cytoplasmic (C) and nuclear (N) extracts of small intestine IECs from WT and DDX5^ΔIEC^ mice. Experiments were repeated three times using independent biological samples with similar results. **(F)** RNAs from the nuclear and cytoplasmic fractions of small intestine IECs harvested from WT and DDX5^ΔIEC^ mice were evaluated by qRT-PCR for *Fabp1*. Each dot represents one mouse. This experiment was repeated on two pairs of independent samples. *P < 0.05 (*t* test). **(G)** Engagement of *Fabp1* mRNA with ribosome RPL10A in small intestine IECs. Results are means of two independent experiments ± SD. *P < 0.05 (*t* test). **(H)** Working model: DDX5 posttranscriptionally regulates the expression of tissue-specific oncogenic RNAs in IECs. Source data are available for this figure.

To determine the direct targets of DDX5 in the small intestine, eCLIPseq was performed using UV cross-linked cells from WT mice (Fig S8A). Overall, we found DDX5 binding to 1,276 small intestine IEC RNA sites, corresponding to 466 transcripts (Fig 5B and Table S7). Similar to colonic IECs (Fig S6C), DDX5 was also enriched on coding regions of small intestine IECs (Fig S8B). Of all the DDX5-bound small intestine transcripts, seven experienced significant altered RNA expression in DDX5-deficient ileal IECs (Fig S9A). 

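The small intestine eCLIPseq table (Table S7) names 463 genes with a DDX5 peak, and 438 of them were tested in the ileum. Of the bound protein-coding transcripts, 10 passed the paper's criterion, 5 lower and 5 higher. The 7 in Fig S9A were among them. Fabp1 and Hnrnpdl were lower. Hnrnpdl was 101 ± 8.45 CPM in WT IEC and 68.4 ± 0.0261 in DDX5 ΔIEC (SD, n = 2 mice per genotype), a log2 fold change of −0.55 (standard error 0.14, adjusted p = 0.120 from edgeR's quasi-likelihood test). Abcc2, Guca2b, Hspa5, Hspa8 and Jund were higher, with log2 fold changes of 0.72, 0.68, 0.60, 0.65 and 0.74 and adjusted p-values from 0.0764 for Guca2b to 0.230 for Hspa8 (same test). Jund and Hspa8 have 48.3% and 39.4% of their 50-base words in other genes. A bias with GC content was not tested for these genes. The other 3 were Gab2, Aplf and Rpl13a, all lower, with log2 fold changes of −0.59, −0.70 and −0.50; they were named here after their values were seen, and 0%, 3.86% and 24.0% of their words occur in other genes. Without the replicate block, 10 bound transcripts also passed, and with DESeq2 and the block 9 did. Of the bound protein-coding transcripts tested, 2.38% were called changed, against 6.61% of all protein-coding transcripts tested (Fisher's exact test, two-sided, p = 0.000122, and p = 0.00867 without the replicate block). With DESeq2, Fisher's exact test for the same comparison gave p = 0.381 with the block and p = 0.150 without it. In simulated ileum counts, edgeR with the block called 2.44% of unchanged genes at this criterion, and DESeq2 with the block 0.627%. The number of bound calls with edgeR is therefore near what unchanged genes alone could give.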

Increased expression of *Fabp1*, but not the others, significantly correlates with worse relapse-free survival in CRC patients (Fig S9B).

Table S7 DDX5 eCLIP targets in small intestine intestinal epithelial cells.

**Figure S8.**
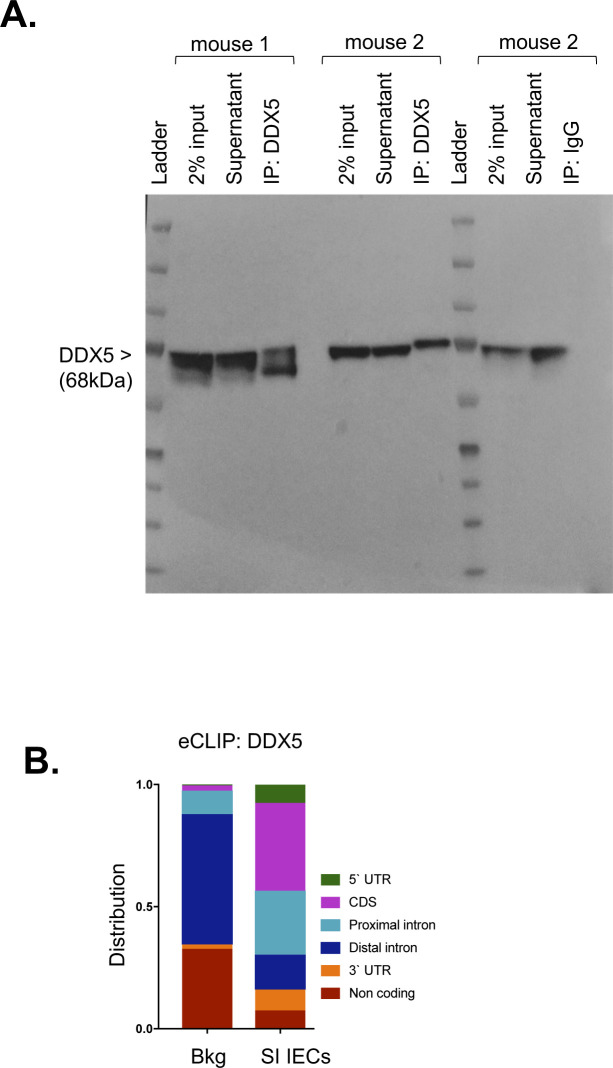
Immunoprecipitation of small intestine DDX5 for eCLIPseq analysis. **(A)** Western confirmation of efficient immunoprecipitation of DDX5 from two independent small intestine intestinal epithelial cell lysates. **(B)** DDX5 binding preferences identified by eCLIPseq on different RNA regions in small intestine intestinal epithelial cells. Background (Bkg) is defined as the RNA regions in the annotated mouse transcriptome from GENCODE.

**Figure S9.**
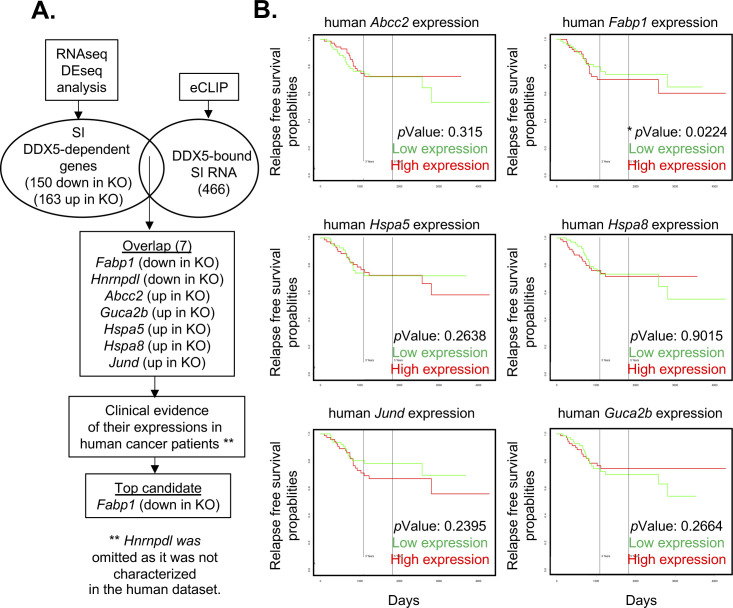
Identifying DDX5-regulated small intestine targets involved in tumorigenesis. **(A)** Workflow to identify DDX5 direct targets in small intestine intestinal epithelial cells involved in tumorigenesis. **(B)** PROGgeneV2 view of relapse-free survival (GSE17536) in CRC patient cohort divided at median of each gene expression.

*Fabp1* encodes FABP1 and is uniquely found in the small intestine IECs (Fig S10A), consistent with previous reports (51, 52). 

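Fabp1 (ENSMUSG00000054422.7) lies on chromosome 6 of GRCm38 from 71199827 to 71205023. In WT IEC ileum it was 37.3 and 58.3 CPM in replicates 1 and 2, from 809 and 841 raw counts. In WT IEC colon of the same mice it was 0.682 and 0.220 CPM, from 13 and 5 raw counts, so it was detected in the colon at a low level. The log2 ratio of ileum to colon was 6.76 (standard error 0.38, adjusted p = 5.91e-06 from edgeR's quasi-likelihood test over 15611 genes). With the mouse as replicate block, the log2 ratio was 6.77 (adjusted p = 3.82e-07 from the same test). Fabp6 and Fabp2 were also higher in the ileum, with log2 ratios of 9.97 and 2.59, while Fabp5 had a log2 ratio of −0.60 (adjusted p = 0.0736 from the same test).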

Knocking out FABP1 in mice protects against small intestine tumorigenesis (10), which phenocopied our observations in the DDX5^ΔIEC^ mice. On the *Fabp1* RNA, DDX5 localized to a region encoded by exon 2 (Fig 5C). *Fabp1* mRNA and its protein were significantly reduced in DDX5-deficient small intestine IECs (Figs 5D and E and S10B). 

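In the ileum, Fabp1 RNA was 33.8 and 52.9 CPM in WT IEC replicates 1 and 2 and 22.1 and 19.4 in DDX5 ΔIEC replicates 1 and 2, normalized within the ileum. The log2 fold change was −1.02 (standard error 0.19, adjusted p = 0.0428 from edgeR's quasi-likelihood test with the replicate block). Without the block it was −1.06 (adjusted p = 0.449). The pair of replicates 1 alone had a log2 fold change of −0.61 and the pair of replicates 2 alone −1.45. In both pairs Fabp1 was lower in DDX5 ΔIEC, and the 2 pairs differed mostly in the WT IEC mice. Over the 8 planned refits the adjusted p-value ran from 2.05e-06 without a filter on low counts to 0.449, with 0.0694 for DESeq2 with the replicate block. In the authors' deposited table the adjusted p-value of Fabp1 is 0.0998. The direction was the same in all 8 planned refits.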

Transcripts coding for other members of the FABP family were DDX5 independent, suggesting a unique regulation of *Fabp1* by DDX5. 

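In the ileum, Fabp2 had a log2 fold change of 0.09, Fabp5 of 0.30 and Fabp6 of 0.12 (adjusted p = 0.942, 0.787 and 0.887 from edgeR's quasi-likelihood test). These genes varied between mice, with Fabp2 at 1019 ± 325 CPM in WT IEC and 1283 ± 1031 in DDX5 ΔIEC (SD, n = 2 mice per genotype). Fabp3 was higher, with 5 and 4 raw counts in WT IEC and 41 and 11 in DDX5 ΔIEC, a log2 fold change of 3.30 (standard error 0.58, adjusted p = 0.0306 from the same test with the replicate block, and adjusted p = 0.430 without it). Over the 8 planned refits the adjusted p-value of Fabp3 ran from 2.31e-07 to 0.430, with Fabp3 higher in each, and the authors' deposited table gives it no adjusted p-value. The pair of replicates 1 alone had a log2 fold change of 4.06 and the pair of replicates 2 alone 2.09. Fabp3 shares 37.3% of its 50-base words with other genes. Fabp4, Fabp7 and Fabp12 had at most 3 counts in any ileum library, not above the floor, so no change was detectable at this depth. From the levels of the other FABP transcripts, the paper proposes a unique regulation of Fabp1 by DDX5.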

Similar abundance of mature *Fabp1* mRNAs was found in the nucleus of WT^IEC^ and DDX5^ΔIEC^ IECs, but cytoplasmic mature *Fabp1* mRNAs were significantly lowered in the DDX5^ΔIEC^ IECs (Fig 5F). These results suggest that DDX5 binds to and promotes *Fabp1* mRNA stability in small intestine IECs. Last, we asked whether binding of DDX5 to *Fabp1* mRNAs in the small intestine IECs may also affect ribosome recruitment for protein translation. We found that ribosomal engagement of *Fabp1* mRNA in the small intestine was significantly decreased in cells from DDX5^ΔIEC^ mice (Fig 5G). Together, these results reveal that DDX5 regulates unique IEC targets through overlapping and distinct posttranscriptional mechanisms (modeled in Fig 5H).

**Figure S10.**
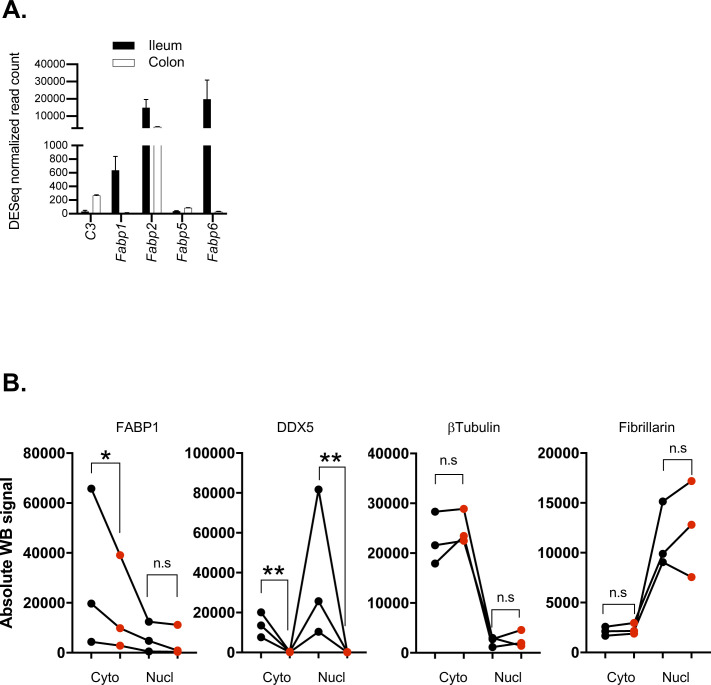
Quantification of protein expression in WT^IEC^ and DDX5^ΔIEC^ small intestine intestinal epithelial cells (IECs). **(A)** Normalized RNAseq read counts of transcripts encoding C3 and members of the FABP family in the ileum and colon of steady-state WT mice. RNAseq was performed on ileal and colonic IECs from two independent WT mice. Data shown are normalized read count means ± SD. **(B)** Quantification (LiCoR: ImageStudio) of the Western blot signals from Fig 5E (Nucl, nuclear; Cyto, cytoplasmic fractions). Dots represent the quantification from each independent experiment. n = 3. *P < 0.05, **P < 0.01, n.s., not significant (paired *t* test).

## Discussion

CRC is the fourth most deadly cancer worldwide (53), where DDX5 is often mutated and/or overexpressed (54). The higher expression of DDX5 predicts poor patient survival (25, 26, 27). Here, we demonstrated that knocking out DDX5 in IECs in two models resulted in lower tumor counts. Interestingly, tumors that escaped DDX5 regulation had comparable size as those found in WT animals on day 120, indicating that DDX5 plays a more critical role during tumor initiation and that other regulators can compensate for its loss at the later phase of tumor growth in vivo. 

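Ddx17 ranked 3 among the 37 DDX genes in both tissues of WT IEC mice, with 264 ± 24.2 CPM (SD, n = 2 mice) in the ileum when all 8 libraries were normalized together. None of Ddx17's 50-base words occur in Ddx5 transcripts.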

We observed that mRNAs encoding other DDX members with structural similarities to DDX5, such as DDX17, are also highly expressed in the intestinal epithelium (Fig 1A). Future studies will be needed to examine whether other DDXs have similar or unique roles in the context of intestinal physiology and pathology.

The characterization of the in vivo DDX5 RNA interactome and regulome uncovered several mechanistic surprises of DDX5 biology. First, we demonstrated that DDX5 preferentially localized to coding regions of RNAs, contributing to RNA stability and/or protein translation of its associated transcripts in mouse IECs. In contrast, previous study in cultured myelogenous leukemia cell line (K562) suggests that DDX5 binding on RNAs is preferentially localized to introns and 5′ UTRs (30, 31, 32, 55, 56). These results suggest that DDX5 binding to RNAs is likely tissue- and cell type specific. We speculate that such specificities may be achieved by DDX5 forming tissue-specific protein complexes with other partners yet to be identified. Future proteomics studies will be needed to uncover the DDX5 protein interactomes in different tissues to address this possibility.

In this study, we focused our mechanistic experiments on two novel targets of DDX5, *C3* and *Fabp1*. Here, we demonstrated that DDX5 binds to and promotes *C3* mRNA stability in colonic IECs. In the small intestine, DDX5 binds to *Fabp1* transcripts, enhancing cytoplasmic RNA levels, and facilitating ribosome engagement to augment the synthesis of FABP1 protein. It remains to be investigated whether the helicase activity of DDX5 is involved in these regulations of epithelial RNA stability and protein translation.

C3 is a potent inducer of the Wnt/β–catenin cascade. DDX5 regulation of C3 uncovered a previously unappreciated role of DDX5 as an upstream regulator of Wnt/β–catenin signaling pathway. 

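With all 8 libraries normalized together, C3 RNA was 12.7 and 13.3 CPM in WT IEC colon and 3.32 and 1.52 in WT IEC ileum of the same mice, from 72 and 22 raw counts in the ileum. The log2 ratio of ileum to colon was −2.36 for C3 (standard error 0.28, adjusted p = 0.000350 from edgeR's quasi-likelihood test), so C3 was detected in both tissues and was higher in the colon. In DDX5 ΔIEC mice, C3 was 4.13 and 3.60 CPM in the colon and 3.18 and 2.24 in the ileum. The genotype effect on C3 differed between ileum and colon by 1.88 on the log2 scale (standard error 0.47, unadjusted p = 0.00376 and adjusted p = 0.935 from edgeR's quasi-likelihood test of the interaction). Over the 4 alternatives its adjusted p-value ran from 0.00135 without a filter on low counts to 0.917 with RLE normalization. It was 0.164 with DESeq2 and 0.583 with the mouse as replicate block. Without a filter, the interaction of Gm10800 had a standard error of 0.236, against 2.88 with it. Gm10800 differed widely between mice of one genotype, so the fit without a filter understates the spread between mice. Its p-values carry little weight. For Fabp1, which had few counts in the colon, the same difference was 0.99 (standard error 0.91, adjusted p = 1.00), and the adjusted p-value was at least 0.896 in each of the 4 alternatives.

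**Figure D1:**
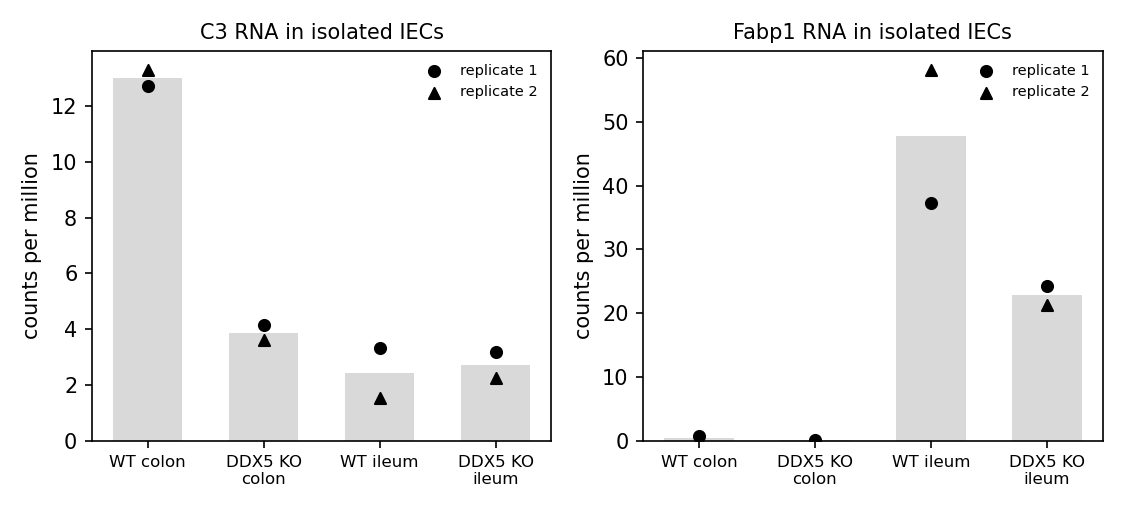
C3 and Fabp1 RNA in CPM, normalized over the 8 libraries, in WT IEC (WT) and DDX5 ΔIEC (DDX5 KO) IECs of the colon and the ileum. Bars are means of 2 mice and symbols are single mice; C3 is highest in WT colon at 12.7 and 13.3, and both Fabp1 values of WT ileum lie above those of the other groups.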

Whereas C3 is uniquely expressed in colonic IECs, FABP1 is expressed in the small intestine only. Future studies are needed to investigate the molecular mechanism underlying the region-specific expression of *C3* and *Fabp1* mRNAs observed here (Fig S10A). Regulation of FABP1 by DDX5 revealed a surprising role of DDX5 in intestinal lipid homeostasis. Highly proliferative cells, such as those found in tumor lesions, require large amounts of fatty acid building blocks from exogenous sources and/or de novo synthesis to sustain the building of cell membranes and organelles. For example, previous reports suggest that the up-regulation of acyl-CoA synthetase long chain family member 4 (ACSL4) promotes tumor cell survival in human colon adenocarcinomas (57), and that fatty acid–binding proteins can channel lipids from surrounding tissues to fuel further tumor growth (58). Future epistasis experiments will be needed to definitively test the contributions of C3, FABP1, and/or other targets acting downstream of DDX5 to promote intestinal inflammation and tumorigenesis. In summary, DDX5 posttranscriptionally orchestrates intestinal RNA programs and drive colitis and intestinal cancers.

## Materials and Methods

### Mice

C57BL/6 wild-type (Stock No: 000664) and *Villin1Cre* (Stock No: 021504) mice were obtained from The Jackson Laboratory. *Ddx5*^*flox*^ mice were obtained from Dr. Frances Fuller-Pace’s Laboratory and have been previously described in references 59 and 60. Heterozygous mice were bred to yield 6–8-wk-old *Ddx5*^*+/+*^ *Villin1Cre*^*+*^ (subsequently referred to as wild-type, WT^IEC^) and *Ddx5*^*fl/fl*^ *Villin1Cre*^*+*^ (referred to as DDX5^ΔIEC^) littermates for experiments related to understanding the role of DDX5 in IECs in both the small intestine and colon. *Apc*^*flox*^ mice were obtained from Dr. Eric Fearon’s Laboratory and previously described in reference 44. For our colonic tumor model, *Apc*^*fl/+*^ *Ddx5*^*+/+*^ *Cdx2Cre*^*+*^ and *Apc*^*fl/+*^ *Ddx5*^*fl/+*^ *Cdx2Cre*^*+*^ (referred as APC^ΔcIEC^DDX5^WT^), as well as *Apc*^*fl/+*^ *Ddx5*^*fl/fl*^ *Cdx2Cre*^*+*^ (APC^ΔcIEC^ DDX5^ΔcIEC^) cohoused littermates were used. For our small intestine tumor model, *Apc*^*fl/+*^ *Ddx5*^*+/+*^ *Villin1Cre*^*+*^ and *Apc*^*fl/+*^ *Ddx5*^*fl/+*^ *Villin1Cre*^*+*^ (referred as APC^ΔIEC^ DDX5^WT^), and *Apc*^*fl/+*^ *Ddx5*^*fl/fl*^ *Villin1Cre*^*+*^ (APC^ΔIEC^ DDX5^ΔIEC^) cohoused littermates were used. All animal studies were approved and followed the Institutional Animal Care and Use Guidelines of the University of California San Diego.

### Epithelial cell harvest

Steady-state intestinal epithelial and lamina propria cells were harvested as previously described (61). Briefly, after removing mesenteric fat and Peyer’s patches, the proximal 1/3, middle 1/3, and distal 1/3 of the small intestine were designated as the duodenum, jejunum, and ileum, respectively. To isolate IECs, intestine tissues were first incubated in 5 mM EDTA in HBSS containing 1 mM DTT for 20 min at 37°C with shaking, and then incubated in a second wash of 5 mM EDTA in HBSS without DTT for 20 min at 37°C with agitation. Suspended cells from the EDTA washes were pooled as “IECs.” Colons were processed similarly.

### Histology and IHC

Ileal and colonic tissues were fixed overnight in 10% formalin at room temperature. Paraffin-embedded tissues were sectioned into 5-μm slices, stained with H&E, periodic acid-Schiff, or IHC (see Table S4 for antibody information). Briefly, paraffin sections were de-paraffinized and rehydrated with TBST washes between each step (Tris-buffered saline, pH 7.8, with 0.1% Tween-20). Sections were blocked first against endogenous peroxidases (immersed for 30 min in 0.3% H_2_O_2_) and then blocked against endogenous biotin using unlabeled streptavidin and excess free biotin. Antigen retrieval was induced by heating the slide for 5 min twice in 10 mM sodium citrate buffer, pH 6.0, followed by 20 min of cooling. Finally, the sections were blocked against nonspecific hydrophobic interactions with 1% BSA/TBST. Staining was then performed with either the negative control IgG antibody or anti-DDX5 and anti-Ki67 (1:100) antibodies overnight in a humid chamber at 4°C. The next day, the sections were washed with TBST and then sequentially overlaid with biotinylated goat anti-rabbit (111-065-045; Jackson ImmunoResearch) at 1:500, followed by HRP-labeled streptavidin (16-030-084; Jackson ImmunoResearch) at 1:500. Substrate was then overlaid (AEC from Vector labs following directions) for 30 min followed by nuclear counterstain with Mayer’s hematoxylin. Images were acquired using the AT2 Aperio Scan Scope (UCSD Moores Cancer Center Histology Core).

### Western blot

For whole cell lysates, cells were lysed in 25 mM Tris, pH 8.0, 100 mM NaCl, and 0.5% NP40 with protease inhibitors for 30 min on ice. Samples were spun down at 14,000*g* for 15 min, and soluble protein lysates were harvested. The NE-PER kit (Thermo Fisher Scientific) was used for cytoplasmic and nuclear fractionation studies. 30–50 μg protein was loaded on each lane. Blots were blocked in Odyssey Blocking Buffer (LI-COR) and probed for the desired proteins. After incubation with respective IRDye secondary antibody (LI-COR), infrared signals on each blot were measured on the LI-COR Odyssey CLX. The primary antibodies used in this study are listed in Table S4.

### cDNA synthesis and qRT-PCR

Total RNA was extracted with the RNeasy Plus Kit (QIAGEN) and reverse-transcribed using iScriptΪ Select cDNA Synthesis Kit (Bio-Rad). Real-time RT-PCR was performed using iTaq Universal SYBR Green Supermix (Bio-Rad). For IECs and tumor RNA expression, data were normalized to *Gapdh*. Primers were designed using Primer-BLAST to span across splice junctions, resulting in PCR amplicons that span at least one intron. Primer sequences are listed in Table S8.

Table S8 List of target genes and primer sequences used for their detection.

### RNAseq

Ribosome-depleted RNAs were used to prepare sequencing libraries. 100-bp paired-end sequencing was performed on an Illumina HiSeq4000 by the Institute of Genomic Medicine (IGM) at the University of California San Diego. Each sample yielded ∼30–40 million reads. Paired-end reads were aligned to the mouse mm10 genome with the STAR aligner version 2.6.1a (62) using the parameters: “--outFilterMultimapNmax 20 --alignSJoverhangMin 8 --alignSJDBoverhangMin 1 --outFilterMismatchNmax 999 --outFilterMismatchNoverReadLmax 0.04 --alignIntronMin 20 --alignIntronMax 1000000 --alignMatesGapMax 1000000.” Uniquely mapped reads overlapping with exons were counted using featureCounts (63) for each gene in the GENCODE.vM19 annotation. Differential expression analysis was performed using DESeq2 (v1.18.1 package) (64), including a covariate in the design matrix to account for differences in harvest batch/time points. Regularized logarithm (rlog) transformation of the read counts of each gene was carried out using DESeq2. Pathway analysis was performed on differentially expressed protein coding genes with minimal counts of 10, log_2_ fold change cutoffs of ≥0.5 or ≤−0.5, and *P*-values < 0.05 using Gene Ontology (http://www.geneontology.org/) where all expressed genes in the specific cell type were set as background.

Gene set enrichment analysis was carried out using the pre-ranked mode of the gene set enrichment analysis software with default settings (55, 65). The gene list from DEseq2 was ranked by calculating a rank score of each gene as −log_10_(*P*-value) × sign (log_2_ FoldChange), in which FoldChange is the fold change of expression in DDX5^ΔIEC^ over those found in WT^IEC^.

### Enhanced cross-linked immunoprecipitation (eCLIPseq)

eCLIPseq analysis was performed as previously described (50). For IEC eCLIPseq, the cells were isolated from two 8–10-wk-old wild-type (C57BL/6) female mice, as described above, and 50 million cells from each mouse were used in the two biological replicates. The cells were subjected to UV-mediated cross-linking, lysis, and treatment with limiting amounts of RNases, followed by IP of the DDX5-containing RNA complexes. RNA fragments protected from RNase digestion were subjected to RNA linker ligation, reverse-transcription, and DNA linker ligation to generate eCLIPseq libraries for high-throughput Illumina sequencing.

Peak regions were defined using CLIPper first on the IP sample (https://github.com/YeoLab/clipper/wiki/CLIPper-Home). Enrichment was calculated using both the IP and input samples. Log_2_ fold change was calculated as eCLIPseq reads normalized for read depth over normalized reads found at each peak region in the size-matched input sample. ENCODE Irreproducible Discovery Rate analysis was performed on two independent biological replicates of IECs. Peaks were ranked using the entropy formula, Pi*log(Pi/Qi)/log_2_, where Pi is the probability of an eCLIPseq read at that position and Qi is the probability of input reads at that position. Results were filtered using cutoffs of three for both log_10_ *P*-values and log_2_ fold changes, respectively, to define a set of true peaks normalized above their respective size-matched input background signal.

### ChIP

ChIP was carried out as described previously (56). Briefly, 20 million intestinal IECs were fixed with 1% formaldehyde at room temperature for 10 min and quenched with 125 mM glycine for 5 min at room temperature. All buffer compositions were described in reference 56. Nuclear lysates were sonicated with a Bioruptor (Branson Sonifier Cell Disruptor 185) at 4°C using the output setting at 4 for 10 cycles of 30 s on and 30 s off. 30 μg of chromatin was used per IP. Chromatin was diluted 10× in ChIP dilution buffer supplemented with proteinase inhibitor. 5% of the total chromatin used per IP reaction was saved as input samples. 5 μg of antibody was added per 30 μg chromatin per IP reaction and incubated overnight at 4°C. The immune complexes were then incubated with 30 μl of Dynabeads Protein G (10004D; Thermo Fisher Scientific) for 4 h at 4°C on rotation. After washes, protein–DNA complexes were eluted from the beads by adding 200 μl of elution buffer and incubating the beads at 65°C for 15 min with constant shaking at 1,000*g*. Eluted samples were incubated at 37°C for 30 min with 1 μl of DNase and protease-free RNase A (10 mg/ml, EN0531; Thermo Fisher Scientific). DNA and protein cross-links were reversed by adding 8 μl of i NaCL and 2 μl of proteinase K solution (20 mg/ml, AM2546; Thermo Fisher Scientific) by overnight incubation at 65°C under constant shaking. Chromatin was isolated using QIAGEN QIAquick PCR Purification Kit (28104) and eluted in 40 μl elution buffer. Input samples were diluted five times to make a 1% input control. The ChIP signals were calculated as follows: Adjusted input = Ct (Input) − 6.644. ChIP signal = 100 × Power (2; average of adjusted Input-Ct value ChIP sample). All ChIP qPCR primers are listed in Table S8.

### Ribosome pull-down assay

Small intestine or colonic IECs were lysed in polysome extraction buffer (10 mM Hepes, pH 7.4, 150 mM KCl, 5 mM MgCl_2_, 1% NP40, 2 mM dithiothreitol, 80 U/ml RNaseOUT, 100 μg/ml cycloheximide, and protease inhibitors). Cell extracts were subject to anti-ribosome IP overnight with 2 μg anti-RPL10A antibodies (Abcam) and harvested in Protein G magnetic Dynabeads (Invitrogen) as described previously (66). cDNAs were synthesized from purified RNA using Superscript III (Invitrogen). Level of RPL10A associated transcripts in pull-down was calculated as fraction of input for each sample.

### DSS-induced colitis

Mice were provided 2% (wt/vol) DSS (160110; MP Biomedicals) in their drinking water for 7 d, followed by 7 d of access to regular drinking water. Mice were monitored daily for their weight and tissues were harvested on day 15 post-DSS treatment. Pathology scoring of distal colon from DSS-challenged mice was performed blind by JE Hernandez following previously published guidelines (67), including parameters for inflammatory infiltrate, crypt density, crypt hyperplasia, muscle thickening, and submucosal inflammation.

### Intestine organoid cultures

Isolated colonic crypts were embedded in Corning Matrigel Matrix Corning Matrigel GFR Membrane Matrix (CB40230C; Thermo Fisher Scientific) and seeded onto pre-warmed 24-well plates (CytoOne) and overlaid with conditioned media as described in reference 68. The organoid images were acquired using fluorescence microscopy (11350119; Thermo Fisher Scientific).

### RNAi in human IECs

Caco-2 cell line was cultured in 1× DMEM/F12 media (Gibco, Life Technologies). The media were supplemented with 1× 10% FBS (Gibco, Life Technologies), 1 mM sodium pyruvate (Gibco, Life Technologies) and 1% penicillin streptomycin (Gibco, Life Technologies). Cells were plated on a 24-well plate at 500 liters/well at 2 × 10^5^ cells/ml 1 d before transfection. 50 μM human DDX5 siRNA pool (Cat. no. D-003774-02, D-003774-03, D-003774-04, D-003774-17; GE Healthcare Dharmacon, see Table S9) or scramble siRNA pool (Cat. no. D-001206-14-05; GE Healthcare Dharmacon, see Table S9) were mixed with Opti-MEM medium and Lipofectamine 3000 (L3000001; Invitrogen) reagent according to the manufacturer’s protocol. Solutions were vortexed and incubated for 5 min at room temperature to allow the formation of siRNA–lipid complex. 50 μl of transfection/siRNA (final concentration of 100 nM) mixture was added to the well and incubated at 37°C. Transcription inhibitor, flavopiridol, was purchased from Sigma-Aldrich (F3055). After incubation for 48 h, the cells were treated with DMSO or flavopiridol (2 μM) and were collected 16 h posttreatment. RNA extraction and qRT-PCR were carried out as described above.

Table S9 List of scramble control siRNA and siRNA sequences used to target human DDX5.

### Luciferase assay

The psiCheck2 construct containing dual *Renilla* and Firefly luciferase reporters was purchased from Promega (Promega). The DDX5-bound sequence on *Fabp1* was cloned into a multiple cloning site located downstream of the Renilla translational stop codon. SW480 cells were cultured in 1× DMEM/F12 media (Gibco, Life Technologies). 1× 10% FBS (Gibco, Life Technologies), 1 mM sodium pyruvate (Gibco, Life Technologies) and 1% penicillin streptomycin (Gibco, Life Technologies) were added. The cells were plated on a 96-well plate at 0.5 × 10^5^ cells/ml 1 d before transfection. 100 nM of siCTL or the human DDX5 siRNA pool were introduced to SW480 cells using Lipofectamine 3000 (L3000001; Invitrogen) in Opti-MEM medium according to the manufacturer’s protocol. The transfection mixture was incubated at room temperature for 5 min. 10 μl of the transfection mixture was added to each well and incubated at 37°C for 24 h. 1 μg of psiCheck2 luciferase reporter plasmids were transfected with Lipofectamine 3000 and 1 μl P3000 enhancer reagent in the Opti-MEM medium. After 24 h, the cell lysates were used to measure both *Renilla* and firefly activities using the Dual-Luciferase Reporter Assay System (Promega) according to the manufacturer’s instructions.

### Kaplan–Meier analysis

Top 20 DDX5-dependent genes were selected based on two criteria: log_2_ FoldChange < −1 (down-regulated in DDX5-deficient colonic IECs) and adjusted *P*-value < 0.05. 

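The 20 genes of the signature (Fig 2F) were all tested in the colon. All 20 were lower in DDX5 ΔIEC, with log2 fold changes from −4.63 for Pla2g4c to −1.63 for Gadd45g. Their unadjusted p-values were all under 0.05 in edgeR's quasi-likelihood test, and their adjusted p-values over all genes tested reached up to 0.337 and were all above 0.05, so 0 of the 20 met the signature's 2 criteria in that test. Adjusted over the 20 genes alone, all 20 were under 0.05, the largest at 0.0184, but the paper chose these genes from the same libraries. With DESeq2 and the replicate block, 19 of the 20 met both criteria. Gadd45g was 28.7 ± 0.525 CPM in WT IEC and 9.23 ± 0.343 in DDX5 ΔIEC (SD, n = 2 mice per genotype). Pla2g4c was 266 and 349 CPM in the 2 WT IEC mice and 2.92 and 32.6 in the 2 DDX5 ΔIEC mice. Slc15a2 varied more between mice of one genotype, with 393 and 39 raw counts in the WT IEC mice and 24 and 1 in the DDX5 ΔIEC mice. Xlr3b, H2-DMb1 and Mptx2 have 56.6%, 22.7% and 18.0% of their 50-base words in transcripts of other genes, where reads that map to both were not counted.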

Gene expression values were normalized according to a modified Z-score approach centered around StepMiner threshold (formula = (expr − SThr)/3*stddev). A composite gene expression score is computed based on linear combination of normalized and z-scored scaled expression values. StepMiner algorithm (69) is used to classify the final score into high and low values. Kaplan–Meier analysis of disease-free survival in two independent cohorts reveal strong (Pooled gene expression omibus [GEO]: GSE13067, GSE14333, GSE17538, GSE31595, GSE37892, GSE33113, n = 555, *P* = 0.0014; GSE87211, n = 351, *P* = 0.044) association between 20 down-regulated gene signatures and worse outcome. Progression-free survival analysis were performed on the mCRC GSE5851 dataset (*P* = 0.014).

### Accession numbers

The accession numbers for the small intestine and colon eCLIPseq results reported in this article are available on GEO (GSE124023). The IEC RNAseq datasets are available on GEO (GSE123881).

### Statistical analysis

All values are presented as mean ± SD. Significant differences were evaluated using GraphPad Prism 8 software. The *t* test was used to determine significant differences between two groups. A two-tailed *P*-value of <0.05 was considered statistically significant in all experiments.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

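RNAseq of isolated IECs was analysed in 8 libraries, from the colon and the ileum of 2 WT IEC and 2 DDX5 ΔIEC mice. The groups were taken from the sample labels and the paper's methods. The authors deposited one table per tissue. Each holds, for every gene, the raw counts that the authors obtained with featureCounts from uniquely mapped reads over exons. Each table also holds the authors' normalized signal, the counts divided by a DESeq2 size factor for each library, and its mean over the 4 libraries. The authors' own comparison of DDX5 ΔIEC with WT IEC is deposited with them, as a log2 fold change with its standard error, a Wald score, and the unadjusted and adjusted p-value. According to the methods, the authors' DESeq2 design included a covariate for differences in harvest; the paper's text does not say which mice shared a harvest. The tables list 28349 genes in the colon and 38649 in the ileum, and no per-sample column was left out. Gene symbols that a spreadsheet had turned into dates were restored from a table of gene names, 25 in the colon and 26 in the ileum.

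The raw counts were used for all tests here, and the authors' values only for comparison. Python 3.11.15, R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1 and fgsea 1.28.0 were used. Within each tissue, genes were kept by edgeR's filterByExpr with a minimum count of 10, normalized with TMM, and tested with edgeR's quasi-likelihood test with terms for the replicate number and the genotype. P-values were adjusted by the Benjamini-Hochberg method. The standard errors given with edgeR's fits are the absolute log2 fold change divided by the square root of the test's F statistic. They are unreliable at low counts. The replicate numbers come from the labels, and the legend of Fig 5 describes independent pairs of cohoused littermates. The normalized values of the 37 DDX genes in Table S1 were identical to the deposited columns, which ties each library to a mouse number and shows 4 mice in all. The interaction of tissue and genotype was tested over all 8 libraries without a block, and WT IEC ileum was compared with WT IEC colon in the same way. A gene that only one of the 2 tables lists was counted as 0 in the other.

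The alternatives were no replicate block, crossed pairs, DESeq2 with and without the block, RLE normalization, no filter on low counts, a mean of at least 10 counts, all 8 libraries in one fit, all gene types, a log2 fold change of at least 1, and each library left out in turn. These alternatives, the marker gene lists and the rule for naming genes were set before the data were examined. DESeq2 with the block and no filter, and edgeR without 3 repeat-like genes, were added after seeing the data. With one library left out, a genotype has 1 library in that tissue, and the value given is the log2 fold change of the remaining pair, without a test.

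The enrichment of the immune response activation set was computed with fgsea on genes ranked as in the paper, and with limma's camera and fry on the counts. In addition, 16 lists of marker genes for cell types and pathways were tested in both tissues, 32 tests in all, adjusted together. Overlaps were tested with Fisher's exact test, two-sided, against the protein-coding genes that were tested. Positions come from the GRCm38 annotation of GENCODE, a later release than the authors used; 8 of the genes named, among them Cd74, H2-Aa, H2-Ab1, H2-DMb1, H2-Eb1 and Slc8a1, have another version of their identifier there and are given without positions. Shared sequence was measured as the percent of a gene's 50-base words, over all its transcripts, that also occur in transcripts of other genes.

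The genes named are those the paper names for these RNAseq data, other DDX genes past the paper's criterion, and in each tissue the 5 lower and the 5 higher genes with the largest log2 fold change among those with an adjusted p-value under 0.05 whose 2 DDX5 ΔIEC libraries lie beyond both WT IEC libraries. The repeat-like genes (Gm10800, Gm10801 and Gm21738) and Gab2, Aplf and Rpl13a fall outside that rule and were named after their values were seen. For a share of one library's counts, a 95% Wilson interval was computed from the counts. The fits were tested on simulated counts with 200 changed genes, set at a log2 fold change of 1.5. Each gene was drawn independently, with the spread estimated from the real counts. edgeR with the replicate block called 96% of them in the colon (of 15362 genes simulated) and 95.5% in the ileum (of 14068) at the paper's criterion. It also called 2.76% and 2.44% of the unchanged genes. Without the block, edgeR called 91.5% and 91% of the changed and 1.23% and 0.880% of the unchanged genes, and DESeq2 with the block 86.5% and 83.5% of the changed and 0.660% and 0.627% of the unchanged genes. Among simulated genes with an adjusted p-value under 0.05, the unchanged ones were 17 of 176 in the colon and 17 of 181 in the ileum for edgeR with the block, 2 of 122 and 1 of 141 without it, and 9 of 148 and 6 of 153 for DESeq2 with the block. Total counts per library ranged from 11571061 to 22984283. The Gene Ontology analysis of Table S3 was not repeated, and the eCLIPseq reads and the quantitative PCR, protein and tumor experiments were not analysed here.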

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

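The tests of shared words for Slc8a1 and Mptx2 and of DNA signal for Slc8a1 were chosen only after the result was seen. So were the test of the loss of DDX5 for the repeat-like genes and the look at the cell type lists for Slc8a1. The same holds for the look at Fabp6 and the enterocyte and Paneth cell genes for Mptx2. The other tests given here were not chosen that way.

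Slc8a1 was picked out because its genotype effect differed between the tissues. It rose in DDX5 ΔIEC ileum from 1.36 ± 0.0349 to 26.8 ± 3.17 CPM (SD, n = 2 mice per genotype), while its log2 fold change in the colon was −0.68. The colon decrease was mostly in DDX5 ΔIEC replicate 1. Normalized over the 8 libraries, Slc8a1 was at 29.3 and 57.2 CPM in DDX5 ΔIEC colon replicates 1 and 2. The difference between the effects was 4.89 on the log2 scale (adjusted p = 0.0428 from edgeR's quasi-likelihood test of the interaction over 16178 genes). Over the 4 alternatives the adjusted p-value ranged from 3.88e-65 to 0.0365. The smallest came without a filter on low counts, a fit that understates the spread between mice. Of its 50-base words, 1.33% occur in other genes, so shared reads do not account for it. Its level in DDX5 ΔIEC ileum replicate 2, which has the stronger signal of DNA, was 1.182 times that in replicate 1, which goes against genomic DNA. Slc8a1 was at 65.5 and 65.6 CPM in WT IEC colon, so colon cells in the DDX5 ΔIEC ileum samples might raise it. The 50 genes with the highest ratio of WT IEC colon to WT IEC ileum had a median log2 fold change of 0.47 in the ileum, below the value of 1 set for that explanation, with 35 higher and 15 lower. An effect of DDX5 on Slc8a1 in the ileum may be one hypothesis. Among the cell types with a marker list, the highest median log2 fold change in the ileum was 0.46, for enteroendocrine cells, against 4.28 for Slc8a1. This goes against a greater share of the listed cell types as the source. Cell types without a list and a bias with GC content were not tested, and 2 mice per genotype cannot separate genotype from another difference between these mice.

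Mptx2 was picked out for the same reason. It was higher in DDX5 ΔIEC ileum, with a log2 fold change of 0.42, and lower in the colon, with −1.97. The difference was 2.39 (adjusted p = 0.0497 from the same test). Over the alternatives the adjusted p-value ranged from 6.72e-16 to 0.0918, the last with the mouse as replicate block. The smallest again came without a filter on low counts, where the spread between mice is understated. Of its 50-base words, 18.0% occur in other genes, more than the 10% set as the limit, but this is a property of the sequence. Reads that map to more than 1 gene were left out in every library, which by itself gives no opposite effects in the 2 tissues. Small intestine cells in the WT IEC colon samples were tested as a source: the 50 genes with the highest ratio of WT IEC ileum to colon had a median log2 fold change of 0.73 in the colon, with 38 higher and 12 lower. These genes were picked for low values in the same WT IEC colon libraries, which pushes that median upward, so that test alone does not decide. Other genes bear on this source. Fabp6 was far higher in WT IEC ileum than in WT IEC colon. It had 24 and 38 raw counts in WT IEC colon and 50 and 78 in DDX5 ΔIEC colon, a log2 fold change of 1.09 (adjusted p = 0.303). Of 13 enterocyte genes 1 was lower in DDX5 ΔIEC colon (median log2 fold change 0.49). These values go against small intestine cells in those samples. Of the Paneth cell genes, 6 of 7 were lower in DDX5 ΔIEC colon (median −1.60) and 1 of 15 was lower in the ileum (median 0.36). Summed over the genes tested, they were 9274 and 11058 CPM in WT IEC colon and 16155 and 11047 in WT IEC ileum. Normalized over the 8 libraries, Fabp6 was 1.26 and 1.67 CPM in WT IEC colon and 2085 and 891 in WT IEC ileum. Ileum material that brings so little Fabp6 could bring little of that Paneth cell RNA. The fall of the Paneth cell list therefore does not point to small intestine cells, and Fabp6 and the enterocyte genes argue against them. The test of shared words does not decide. The difference between the tissues remains uncertain, with the adjusted p-value above 0.05 in 1 of the alternatives.

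The 3 repeat-like genes Gm10800, Gm10801 and Gm21738 were picked out because the paper does not discuss them and they took 19.5% of the counts (95% Wilson interval 19.47% to 19.51%) of DDX5 ΔIEC ileum replicate 2. They took 4.04% (4.04% to 4.05%) and 3.93% (3.92% to 3.94%) in the WT IEC ileum libraries and 0.226% (0.223% to 0.229%) in DDX5 ΔIEC ileum replicate 1. The last value lies below both WT IEC libraries, which goes against the loss of DDX5 as the cause. The shares of the 2 DDX5 ΔIEC ileum libraries, with near-equal totals, differed 86.3 times, which goes against library depth. At most 15.1% of the 50-base words of one of the genes occur in the other 2, which goes against one sequence counted under 3 names. Genes of olfactory, vomeronasal and trace amine receptors, 1286 in all, took 188 CPM in DDX5 ΔIEC ileum replicate 2, the highest of the ileum libraries, against 97.8 and 86.3 in WT IEC and 24.4 in DDX5 ΔIEC replicate 1. Genomic DNA carried into the ileum libraries is therefore a candidate explanation. DDX5 ΔIEC colon replicate 2 had 0.261% (0.259% to 0.263%) of its counts on the 3 genes and receptor counts of 16.3 CPM, within the colon range of 13.2 to 18.6. This value does not decide. In DDX5 ΔIEC ileum, receptor counts went from 24.4 to 188 CPM as the share went from 0.226% to 19.5%. At that rate, a share as small as 0.261% would add too little to show within the colon range. Without the 3 genes, 20 ileum genes had an adjusted p-value under 0.05 in place of 98.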

How the results depend on the processing

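DESeq2 with the block and no filter, and edgeR without the 3 repeat-like genes, were chosen only after the result was seen. Same-numbered colon libraries did not deviate together (correlation 0.00559), so the colon result without the replicate block is given only here: 490 lower and 334 higher transcripts, and 5 genes with an adjusted p-value under 0.05. In the ileum the correlation was 0.240. The log2 fold changes of Ddx5 in both tissues, C3 in the colon and Fabp1 in the ileum kept their direction under every alternative run.

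With DESeq2 and the replicate block, the colon had 295 lower and 168 higher transcripts, the ileum 156 lower and 206 higher, and the tissues shared 53 lower, 33 higher and 8 opposite. That fit had 112 colon and 36 ileum genes with an adjusted p-value under 0.05. DESeq2 without the block gave 184 lower and 268 higher in the ileum, 53 lower in both, 9 opposite, and 175 colon and 54 ileum genes with an adjusted p-value under 0.05. DESeq2 with the block and no filter gave 306 lower and 175 higher in the colon, 150 and 164 in the ileum, 49 lower and 31 higher in both, 7 opposite, and 103 and 23 genes with an adjusted p-value under 0.05. Without a replicate block, 56 genes were lower in both tissues, 6 were opposite, and 1 ileum gene had an adjusted p-value under 0.05. With crossed pairs, 17 colon genes and 1 ileum gene did, and with all 8 libraries in one fit 29 and 1. Without a filter on low counts, 517 ileum transcripts were lower, 26 were opposite and 423 ileum genes had an adjusted p-value under 0.05. Without the 3 repeat-like genes, 20 ileum genes did. At a log2 fold change of at least 1, 250 were lower and 136 higher in the colon, 63 lower and 170 higher in the ileum, and 1 bound transcript passed in each tissue. With edgeR and the replicate block, 0 colon genes had an adjusted p-value under 0.05, while 1836 had an unadjusted p-value under 0.05. In simulated counts, edgeR with the block called 2.76% of unchanged colon genes and 2.44% of unchanged ileum genes at the paper's criterion, and DESeq2 with the block 0.660% and 0.627%, so a part of the difference between these fits may be unchanged genes. For the other alternatives, the cause was not tested.

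C3 in the colon passed an adjusted p-value of 0.05 with DESeq2 (log2 fold change −1.77 without and with the block, and −1.77 with the block and no filter) and with all 8 libraries in one fit (−1.76). Ddx5 in the colon passed it with the same fits (−1.05, −1.04, −1.05 and −1.03). Ddx5 in the ileum did not pass it without the block (−1.07), with crossed pairs (−1.07), with all 8 libraries in one fit (−1.07), or without the repeat-like genes (−1.06). Fabp1 in the ileum did not pass it without the block (−1.06), with crossed pairs (−1.03), with DESeq2 and the block (−1.02) or that fit with no filter (−1.04), with a mean of at least 10 counts (−1.02), with all 8 libraries in one fit (−1.03), or without the repeat-like genes (−1.01). Over the fits that each left out one library, the log2 fold change ran from −1.90 to −1.63 for C3 in the colon, from −1.10 to −1.04 for Ddx5 in the ileum, and from −1.45 to −0.61 for Fabp1 in the ileum.

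The number of genes whose genotype effect differs between the tissues was 1 with the mouse as replicate block, 17 with DESeq2 and 210 without a filter. The last fit understates the spread between mice. Of the 20-gene signature, 2 genes met both criteria without the block, 5 with crossed pairs, 16 with DESeq2 without the block, 19 with it, and 19 with it and no filter. For the bound set in the ileum, the direction that camera gives switched with RLE normalization, while the median log2 fold change of the set stayed above 0 (0.00328, and 0.00970 with RLE); RLE moved the median of all ileum genes from −0.00457 to 0.00175. With fry, 0 of the 32 marker list tests had an adjusted p-value under 0.05 and 4 had an unadjusted p-value under 0.05, against 19 past the adjusted threshold with camera. The immune response activation set kept its direction and a p-value under 0.05 in every refit with fgsea and with camera, and was above 0.05 with fry. No value could be given for that set with a library left out, because a single pair has no p-value to rank by. The cause of the changes of these genes, counts and sets was not tested.

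Among the other named genes, 847 of 1034 refits had the same direction and side of the threshold, 64 were weaker, 106 stronger and 17 reversed. The reversed ones had no adjusted p-value under 0.05. In the colon, C1rl was at −0.0209 with DESeq2 and the block and at −0.0225 with no filter as well. In the ileum, Fn1 was at 0.0423 without the block, 0.000146 with crossed pairs, 0.0496 and 0.00482 with DESeq2 without and with the block, 0.00484 with RLE, 7.91e-05 with a mean of at least 10 counts, and 0.00636 without the repeat-like genes. Without the block, the log2 fold changes in the ileum were 1.55 for Gm10800, 1.54 for Gm10801, 1.53 for Gm21738 and −0.76 for Hspa1a, and with DESeq2 without the block 1.56, 1.55, 1.54 and −0.76. Of 416 values with a library left out, 252 moved by less than 1 SD.

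Low counts limit Fabp1 in the colon, with at most 13 counts per library, Fabp3, and most complement genes.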

Differences from the paper's values

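In the colon, 503 lower and 331 higher transcripts compare with the paper's 306 and 174. Of the alternatives set before the data were examined, DESeq2 without the block (370 and 241), DESeq2 with the block (295 and 168) and a log2 fold change of at least 1 (250 and 136) came within 1.5 times of the paper's numbers, and the other alternatives did not. DESeq2 with the replicate block and no filter gave 306 and 175, and called all 480 transcripts of the authors' deposited table; it was chosen after seeing the values.

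In the ileum, 341 lower and 456 higher compare with the paper's 150 and 163 in Table S6. DESeq2 with the block came within 1.5 times for both (156 and 206), DESeq2 without the block for the lower transcripts alone (184), and a log2 fold change of at least 1 for the higher alone (170); the other alternatives did not. DESeq2 with the block and no filter, chosen after seeing the values, gave 150 and 164 and called all 313 transcripts of the authors' deposited table.

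For transcripts lower in both tissues, 93 compares with the paper's 49 from Tables S2 and S6. No block (56), crossed pairs (64), and DESeq2 with or without the block (53 in each) came within 1.5 times. For those higher in both, 75 compares with the paper's 30, and only DESeq2 with the block (33) came within 1.5 times among the alternatives set before the data were examined. For opposite directions, 16 compares with the paper's 7, and no block (6) and DESeq2 without (9) and with the block (8) came within it. The numbers were 49, 31 and 7 with DESeq2, the block and no filter, which was chosen after seeing the values.

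The reads counted on genes per library, 11.6 M to 23.0 M, lie below the paper's 30 M to 40 M reads, which the methods give as a yield. No alternative applies to this measure.

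Of the 20-gene signature, 0 genes had both a log2 fold change under −1 and an adjusted p-value under 0.05, against about 20 in Fig 2F, read by eye. All 20 had an unadjusted p-value under 0.05. DESeq2 without the block (16) and with it (19) came within 1.5 times of that number; no block (2), crossed pairs (5), all 8 libraries in one fit (13) and the other alternatives set before the data were examined did not. The fit with DESeq2, the block and no filter, chosen after seeing the values, gave 19.

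The normalized enrichment score of immune response activation was −1.63, against about −1.7 in Fig 1E, read by eye. Without the block (−1.66) and with all 8 libraries in one fit (−1.71) it rounds to the paper's value. Crossed pairs (−1.86), DESeq2 without (−1.62) and with the block (−1.50), RLE (−1.63), no filter (−1.90), a mean of at least 10 counts (−1.63) and protein-coding genes only (−1.56) did not. The score was −1.73 with DESeq2, the block and no filter, which was chosen after seeing the values.

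The paper states that FABP family members other than Fabp1 did not depend on DDX5. In the ileum, Fabp3 had a log2 fold change of 3.30 (adjusted p = 0.0306), but its adjusted p-value was above 0.05 without the block (0.430), with crossed pairs (0.330), with DESeq2 and the block (0.197) and with all 8 libraries in one fit (0.246), and over the alternatives set before the data were examined it ran from 2.31e-07 to 0.430. In the fits chosen after seeing the values it was also above 0.05, at 0.0739 without the 3 repeat-like genes and 0.9998 with DESeq2, the block and no filter. The authors' deposited table lists Fabp3 with a log2 fold change of 3.13 and no adjusted p-value. The paper describes C3 as unique to the colon and FABP1 as unique to the small intestine, while C3 had 72 and 22 counts in WT IEC ileum and Fabp1 13 and 5 in WT IEC colon. The paper's text counts fewer DDX genes than Table S1 lists, and all 37 listed there had counts in WT IEC colon and ileum.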

Other observations

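The comparison of pairs of different mice and the ratio of Slc15a2 between mice were chosen only after the result was seen.

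The paper finds genes of immune response activation enriched among the colon changes. Among 16 marker lists tested with camera, T cell and intraepithelial lymphocyte genes were lower in DDX5 ΔIEC colon, 23 of 23 with a median log2 fold change of −1.71 (adjusted p = 8.24e-22). The interferon gamma response was lower in 29 of 30 genes with a median of −1.00 (adjusted p = 6.26e-31), MHC class II presentation in 7 of 7 with a median of −2.31, tuft cells in 19 of 20 with a median of −1.03, and Paneth cells in 6 of 7 with a median of −1.60 (adjusted p = 6.32e-15). Macrophage and dendritic cell genes were not shifted past the threshold (adjusted p = 0.115), and 4 genes of B and plasma cells were higher. Summed T cell genes were 96.7 and 67.5 CPM in WT IEC colon and 14.9 and 37.3 in DDX5 ΔIEC colon. In the ileum, T cell genes did not shift (8 of 23 lower, median log2 fold change 0.08, adjusted p = 0.942), MHC class II genes were lower (7 of 7, median −0.61, adjusted p = 4.72e-09), as were tuft cell genes (18 of 22, median −0.62, adjusted p = 3.04e-13), and interferon-stimulated genes were higher (8 of 35 lower, median 0.37, adjusted p = 3.47e-11), while in the colon they were lower (35 of 36, median −0.50, adjusted p = 2.71e-14); without the replicate block the 3 ileum adjusted p-values were 0.0306, 2.14e-10 and 3.64e-08. By pair, the median of the interferon-stimulated genes was −0.94 and −0.11 in the colon and 0.10 and 0.61 in the ileum, for replicates 1 and 2. The 2 pairs therefore differed in size in each tissue. With camera, Paneth cell genes were higher in the ileum (1 of 15 lower, median 0.36, adjusted p = 0.000755). Goblet cell genes were lower in the colon (11 of 15, median −0.22, adjusted p = 8.53e-09) and higher in the ileum (1 of 15 lower, median 0.22, adjusted p = 0.00170). Differences between the tissues were not tested for these lists. With fry, which takes its error from the mice, no list passed in either tissue (smallest adjusted p = 0.369, with 4 of 32 tests under an unadjusted 0.05). Fewer T cells among the isolated IECs (−1.71) and a weaker interferon gamma response (−1.00) are both candidate explanations, and the bulk libraries do not tell them apart. Without the genes of the T cell, tuft cell, interferon gamma and MHC class II lists, which left 382 of the 401 genes tested, the enrichment score of immune response activation was −1.41 in place of −1.63 (gene permutation p = 0.00214 from fgsea).

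Ddx17 RNA was higher in DDX5 ΔIEC mice in both tissues, and in each tissue both DDX5 ΔIEC libraries lay above both WT IEC libraries. In the colon it rose from 309 ± 16.6 to 408 ± 7.74 CPM (SD, n = 2 mice per genotype), a log2 fold change of 0.40 (adjusted p = 0.271 from edgeR's quasi-likelihood test), and in the ileum from 240 ± 22.4 to 385 ± 8.50 CPM, a log2 fold change of 0.69 (adjusted p = 0.103 from the same test). The lack of shared words with Ddx5 (0%) goes against shared reads as the origin of the direction. RLE in place of TMM moved the log2 fold change of Ddx17 by at most 0.00643. It moved the median of all ileum genes from −0.00457 to 0.00175. That swap shifts all genes nearly alike, so it cannot decide whether scaling gave the direction. A compensating rise of a related helicase may be one hypothesis. A bias with GC content was not tested for Ddx17. Ddx58 and Ddx60 also passed the paper's criterion in the colon but were lower, with log2 fold changes of −0.77 and −1.07. Their unadjusted p-values were 0.0317 and 0.0357 and their adjusted p-values 0.371 and 0.388 (edgeR's quasi-likelihood test).

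Genotype effects in colon and ileum correlated across 16178 genes with r = 0.264 (rho = 0.303); genes are not independent replicates. The difference between the 2 mice of one genotype correlated between tissues less, with r at most 0.142 and rho at most 0.158. That comparison favours the genotype in part because its effect averages over 2 pairs. For single pairs, the correlation was 0.222 and 0.244 when both tissues came from the same mice and 0.0712 and 0.100 when they came from different mice. Differences between individual mice, carried by both of their tissues, may therefore account for part of the resemblance and of the overlap of calls. Pairs of different mice share no animal between the tissues, and their correlation was above 0 in both cases.

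Slc15a2 was lower in DDX5 ΔIEC in both tissues, with log2 fold changes of −4.11 and −4.55, but WT IEC replicate 1 exceeded replicate 2 by 12.0 times in the colon and 7.60 times in the ileum. Within each pair it was lower in DDX5 ΔIEC in both tissues. A difference between the 2 pairs may account for the spread between replicates, but not for the direction within each pair. DDX5 ΔIEC replicate 1 also exceeded replicate 2, by 29.1 times in the colon. With 2 mice per genotype, a difference between individual mice other than genotype could give this direction. Both tissues came from the same mice, so the ileum does not exclude that.

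Genes within 20 Mb of Ddx5 on chromosome 11 were not over-represented among the changed transcripts in the colon (33 found, 28.3 expected, Fisher's exact test, p = 0.372) or in the ileum (20 found, 27.3 expected, p = 0.158). This goes against DNA of another strain around the floxed gene as a general source of the calls. DDX5-bound transcripts did not fall as a group: the test camera, which rests on a model and is not exact, gave a p-value of 0.548 in the colon, with 41 of 111 transcripts lower, and of 0.999 in the ileum, with 218 of 438 lower, which goes against a general rule that binding by DDX5 keeps RNA levels up.

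In simulated counts, 2.76% of unchanged genes met the paper's criterion in the colon and 2.44% in the ileum. At those rates, 347 of 12557 protein-coding genes in the colon and 295 of 12064 in the ileum would be called without any change, against 834 and 797 found. The simulation drew each gene independently, without differences between mice that many genes share, so these expected numbers may be too low. Log2 fold changes in the ileum rose with GC content (rho = 0.292 across 14064 genes) and fell with transcript length (rho = −0.143), and in the colon they did so less (0.0532 and −0.0353).

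Among ileum genes with an adjusted p-value under 0.05 whose genotypes do not overlap, those with the largest changes were Slc8a1, Fabp3, Rgs17, Dnah10 and Cyp3a11 for the higher, with log2 fold changes of 4.28, 3.30, 2.74, 2.68 and 2.39. For the lower they were Slc15a2, Lin7a, Gm12183, Gm24909 and Ackr3, with −4.55, −2.52, −2.25, −1.97 and −1.84. Of the paper's 20-gene colon signature, 15 genes were lower in the ileum, 10 of them at the paper's criterion. Among the 18 complement genes in WT IEC ileum, C2 had the highest level and C3 ranked 2.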
